# Comparative Oncogenomic Analysis of Copy Number Alterations in Human and Zebrafish Tumors Enables Cancer Driver Discovery

**DOI:** 10.1371/journal.pgen.1003734

**Published:** 2013-08-29

**Authors:** GuangJun Zhang, Sebastian Hoersch, Adam Amsterdam, Charles A. Whittaker, Eline Beert, Julian M. Catchen, Sarah Farrington, John H. Postlethwait, Eric Legius, Nancy Hopkins, Jacqueline A. Lees

## Abstract

The identification of cancer drivers is a major goal of current cancer research. Finding driver genes within large chromosomal events is especially challenging because such alterations encompass many genes. Previously, we demonstrated that zebrafish malignant peripheral nerve sheath tumors (MPNSTs) are highly aneuploid, much like human tumors. In this study, we examined 147 zebrafish MPNSTs by massively parallel sequencing and identified both large and focal copy number alterations (CNAs). Given the low degree of conserved synteny between fish and mammals, we reasoned that comparative analyses of CNAs from fish versus human MPNSTs would enable elimination of a large proportion of passenger mutations, especially on large CNAs. We established a list of orthologous genes between human and zebrafish, which includes approximately two-thirds of human protein-coding genes. For the subset of these genes found in human MPNST CNAs, only one quarter of their orthologues were co-gained or co-lost in zebrafish, dramatically narrowing the list of candidate cancer drivers for both focal and large CNAs. We conclude that zebrafish-human comparative analysis represents a powerful, and broadly applicable, tool to enrich for evolutionarily conserved cancer drivers.

## Author Summary

Cancer is essentially a genetic disease, caused by serial genetic changes including point mutations and chromosome number abnormalities. The latter leads to copy number alterations of many genes. While there are usually thousands of these genetic changes in a given tumor, only a small fraction likely contribute to cancer development. One of the major challenges is to distinguish these cancer “driver” genes from “passenger” mutations that do not contribute to the cancer phenotype. In particular, identifying the driver genes on entire chromosomes that are frequently gained or lost in tumors remains a recalcitrant problem as these alterations contain so many genes. We demonstrate that, because the chromosomal location of genes is highly scrambled between zebrafish and human, the number of passenger genes can be dramatically reduced by comparing the genes in copy number alterations found in zebrafish and human tumors. Thus, our approach dramatically narrows down the list of candidate cancer drivers, and can accelerate discovery of novel cancer drivers and pathways that could inform future targeted therapy and personalized medicine.

## Introduction

The genomes of cancer cells usually contain a large number of aberrations (point mutations, copy number alterations [CNAs], chromosome translocations and epigenetic changes), which include causative genetic alterations (drivers) and a far greater number of genetic events (passengers) that do not influence cancer progression [1]. Identification of cancer drivers will advance our understanding of cancer biology and ultimately enable personalized cancer therapies. However, distinguishing drivers from passengers remains difficult because of the number and variability of genomic alterations in cancer cells.

Copy number alterations are detected by methods including cytogenetics, array comparative genome hybridization (aCGH) and massively parallel sequencing [2]. The sizes of CNAs are variable and range from less than a single gene to entire chromosome changes [3], [4]. Cancer drivers have been successfully identified within recurrent focal CNAs by using functional studies to evaluate all of the candidate genes [5]. In contrast, commonly observed large chromosome or chromosome arm-level CNAs, which are usually caused by aneuploidy, encompass too many genes to allow this approach. Neither improved resolution of genome scanning technology nor increased tumor sample size can fully resolve this problem because many cancer drivers likely occur within large CNAs [6], [7]. Thus there is a critical need in the cancer field to find a way to reduce the number of candidate drivers in these very large CNAs to a number amenable to one-by-one functional testing [4], [8]–[12].

Cross-species comparative oncogenomics is one approach to overcome this obstacle [13], [14]. It is well established that the function of human cancer genes is well conserved in other mammals [15]. Recent large-scale mouse-to-human and dog-to-human comparisons confirmed that evolutionary conservation could be used as a filter to reduce the noise in genomic data sets [16]–[20]. Unfortunately, most mouse tumors exhibit little natural aneuploidy, and have fewer and less variable CNAs than human tumors. This reduces their effectiveness for comparative oncogenomics; although there are some exceptions, including malignant peripheral nerve sheath tumors (MPNSTs) as recently shown by CGH analysis of a small number of tumors [21]. Additionally, conserved syntenic blocks among mammals tend to be very large and thus the efficiency of filtering out passengers is relatively poor. As a result, these inter-mammal comparisons have mostly concentrated on focal CNAs.

We sought to enhance the power of cross-species comparisons by using the more evolutionarily distant zebrafish. Teleost fish and the mammalian lineages separated about 450 million years ago and their respective genomics show a high degree of reshuffling, yielding a much lower degree of conserved synteny between human and zebrafish than between human and mouse [22], [23]. Defining conserved synteny as pairs of genes that are within 100 genes of each other in each species, 90% of syntenic blocks conserved between zebrafish and humans contain 10 genes or fewer, and only 2% contain greater than 30 genes (see [24]and Figure S1). Consequently, the passenger genes that are co-enriched or co-depleted with genuine drivers in CNAs are more likely to differ between human and fish than between human and other mammals.

Importantly, the zebrafish is now well validated as an excellent system in which to model human cancer. Zebrafish offer significant technical advantages due their large number of offspring, tractable genetics and amenability to in vivo imaging and chemical screening [25]. Numerous zebrafish models confirm that the function of core cancer genes, such as *tp53*, *pten*, *nf1*, *nf2*, *Myc*, *Mycn*, mutant *KRAS*, and mutant *BRAF*, is conserved between humans and zebrafish [26]–[33]. Notably, several cancer mutations known to cause particular human tumor types have been shown to can lead to the same tumor types in zebrafish [26], [27], [30], [32], [33]. Moreover, a comparative oncogenomics study of human versus zebrafish T-cell acute lymphoblastic leukemia (T-ALL) successfully identified genes that were shared between focal CNAs in both species [34]. This provides strong justification for zebrafish-human tumor CNA comparisons, at least in the context of tumor types that have low-level aneuploidy. Given this success, we wished to apply this approach to tackle chromosome-arm level CNAs.

We chose to address this question in MPNSTs, a tumor type that in humans displays particularly high levels of aneuploidy and has very poor prognosis. With the exception of a few hereditary susceptibility genes, such as *NF1* and *NF2*, drivers for this cancer type remain largely unknown. This in part reflects the extensive aneuploidy of these tumors and the consequent difficulty in identifying the key changes amongst so much genomic alteration. In zebrafish, MPNSTs are a very rare spontaneous tumor type, but various genetic mutations can predispose fish to develop them including heterozygosity for *nf2a* (albeit at low penetrance), heterozygosity for any one of various *ribosomal protein* (*rp*) genes and homozygosity for an inactivating *tp53* mutation, *tp53^M214K^* [27], [28], [35]. *Rp* heterozygotes and *tp53* homozygotes develop MPNSTs at very high penetrance and tumors from the two genotypes have indistinguishable gene expression patterns. Consistent with this finding, our studies support a mechanistic link between these two MPNST models by showing that tumor cells in *rp* heterozygotes are unable to induce the tp53 protein [36]. Pathologists in multiple laboratories determined that these tumors were MPNSTs based upon both histological analysis and electron microscopy. Similar to human MPNSTs and also MPNSTs in murine genetically engineered models, these tumors consist of spindle cells aligned into stacks and fascicles to form a whirling, storiform pattern [27], [28], [37]–[39]. Moreover, electron microscopy studies indicate that the tumor cells have elongated interdigitating cytoplasmic processes and reduplicated external lamina, morphologic characteristics of nerve sheath differentiation [28]. Additionally, microarray analysis of both *rp* and *p53* tumors indicated high expression of S100 in these tumors [36], which is a common diagnostic marker for MPNSTs.

Importantly, there is some overlap between the initiating genetic lesions seen in the zebrafish MPNSTs and human MPNSTs. As noted above, mutation of one paralog of the human NF2 gene, *nf2a*, can predispose zebrafish to develop MPNSTs, albeit at low penetrance that likely reflects compensation due to the duplication of this gene in zebrafish. Human MPNSTs, including those with mutation of the *NF1* gene, frequently lose the *CDKN2A* gene, encoding both p16 and ARF, which disrupts activation of p53 [40]–[42]. Additionally, recent studies showed that mutation of both zebrafish paralogs of *NF1* accelerates MPNST onset in *p53* mutants [33]. Taken together, these studies suggest that zebrafish MPNSTs share drivers with human MPNSTs.

We previously demonstrated that *rp* and *tp53* mutant MPNSTs both display a high degree of aneuploidy [43]. Specifically, mitotic spreads showed that the chromosome number varied considerably between individual cells within each tumor, with the average trending around 3N [43]. To determine whether zebrafish MPNSTs contain recurrent genomic changes, we conducted a pilot CNA study of 36 tumors and were able to detect both recurrent focal CNAs and preferred whole-chromosome CNAs [43]. Notably, both types of genomic changes are a hallmark of human MPNSTs [6], [44].

Given the limited conservation of synteny between human and zebrafish, we hypothesized that a gene-level comparison of CNAs in zebrafish and human MPNSTs could be employed to reduce the number of candidate cancer drivers on chromosome-arm level CNAs to be analyzed by functional studies. In this study, we stringently defined CNAs in zebrafish MPNSTs through analysis of 147 additional MPNSTs, and compared the preferred changes to ones that are characteristic of human MPNSTs. This comparative approach significantly reduced the number of candidate MPNST driver genes by approximately four-fold.

## Results

### Zebrafish MPNSTs contain preferential chromosome-level and focal copy number alterations

We chose to test the power of zebrafish and human comparative oncogenomics in the context of MPNSTs because the molecular determinants of this tumor type are poorly understood and the extensive aneuploidy makes it a particularly challenging problem. The general strategy of our approach is outlined in Figure S2. Our first step was to construct a high-confidence map of recurrent copy number alterations in zebrafish MPNSTs. Initially, we identified CNAs for individual tumors by comparison of the massively parallel sequencing of DNA taken from fresh tumors versus normal (tail) tissue from the same fish. This latter control was particularly important because it has been shown that portions of the normal zebrafish genome can exhibit fish to fish germline copy number variation [45]. 

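Read counts were analyzed for 147 MPNSTs, which are tumors of the peripheral nerve sheath, and for the tail of each of the same 147 fish. Every library was counted in 13576 adjacent windows of 100 kb on the 25 chromosomes of the Zv9 assembly. Tumor libraries held a median of 1195133 reads (range 146115 to 5179878) and tail libraries held a median of 843092 reads (range 97333 to 3757222). A window held a median of 74 reads in tumors and 55 in tails, at which counting alone gives the log2 ratio of 1 window an error of 0.26. For the reads of a whole chromosome the counting error is 0.0089. The authors aligned reads of 34 nt with bwa, kept alignments with a quality of 10 or greater and scaled each library to 1000000 reads. They then took the log2 ratio of each tumor to the tail of its own fish and joined the windows into segments. From these deposited counts, ratios and segments, recurrence was tested in each window over all 147 tumors with a GISTIC-style null written for this purpose, at segment values above 0.2 or below -0.2 and a q of 0.25, which are the thresholds that Text S1 gives for JISTIC. A chromosome was called where at least 50% of its windows passed. The amplitude of a chromosome was the median log2 ratio of its windows, centered on the mean of the 25 chromosomes of that tumor. All values are therefore relative to the average of the tumor and do not give its ploidy, and they can depend on the segment threshold, on the centering and on the use of each fish's own tail as the reference.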

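The tail libraries of the 147 fish differed from each other in some windows, and whole chromosomes varied less over tails than over tumors. In 8.90% of the 13557 windows tested, the spread over the tails was more than 2 times that of the read counts alone. Of the 3675 tail chromosomes, 41 (1.12%) lay more than 0.2 (log2) from the median of the tails. Of these, 26 were copies of chromosome 4, 7 of chromosome 22 and 4 of chromosome 25. The median SD of a chromosome was 0.043 over the tails and 0.25 over the tumors. Across the variable windows, 112 of the 147 tumors were closest to the tail of their own fish, with a median correlation of 0.56 with that tail and -0.0093 with the other tails. When windows with a median of fewer than 50 reads were left out, 37 of the 147 tumors were closest to their own tail. The spread is between single libraries and is set against counting alone, and the reads of 410 windows (3.02%) varied together over the tails. The correlations are across windows, which are not independent replicates.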

As noted above, the MPNSTs arising within diploid fish have near-triploid genomes [43]. Thus, the copy number calls for the tumor tissue were made relative to this 3N baseline copy number, such that underrepresented chromosomes (“loss”) exist at less than three copies, and overrepresented chromosomes (“gains”) exist at greater than three copies. These zebrafish MPNSTs were isolated from several different genetic backgrounds. 53 came from diploid fish heterozygous for any one of 14 *rp* mutations (on 11 different chromosomes), and 49 were isolated from diploid fish homozygous for *tp53^M214K^*. In addition, given that MPNSTs have a near-triploid copy number [43] and triploid zebrafish are viable [46], we also analyzed 45 tumors from triploid *tp53^M214K^* homozygotes to determine whether starting with a triploid genome would alter the genomic content of the resultant tumors. 

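The tumor libraries of the 53 rp fish held a median of 1383986 reads (range 146115 to 3690904), and the tails of these fish a median of 958384 reads (range 216096 to 2914530). Libraries of the 49 diploid tp53 fish were less deep, with a median of 947703 reads in tumors (range 167278 to 2620827) and 479192 in tails (range 125327 to 2175561). Those of the 45 triploid tp53 fish held a median of 1240056 reads in tumors (range 149765 to 5179878) and 1175176 in tails (range 97333 to 3757222). In 90 of the 147 pairs, 39 of rp and 51 of tp53 fish, both libraries held at least 500000 reads. The genotype of each fish was taken from the sample titles and from Dataset S1 and Dataset S2. A separate field of the sample labels gives a ribosomal protein gene mutation for all 147 tumors and was not used. Each tumor is 1 fish, so the spread between tumors is the spread between animals.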

Interestingly, MPNSTs arising in triploid *tp53^M214K^* homozygotes had a pseudo-triploid chromosome number similar to MPNSTs from diploid fish, arguing strongly that this represents the preferred genomic state of this tumor type. Heat maps of all 147 tumors are shown in Figure S3A and per-sample numerical data is available in Dataset S1 and Dataset S2.

We next determined which CNAs were recurrent (i.e. found in tumors significantly more frequently than would be expected by chance, given the amount of CNA per tumor). For this, segmented per-sample data for all 147 tumor:normal comparisons were subjected to statistical analysis using the GISTIC algorithm [47] in its JISTIC implementation [48]. 

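Gains that passed the recurrence test extended over all or nearly all windows of chromosomes 10, 11, 19, 22, 23 and 25, and over 71.4% of the windows of chromosome 20 and 59.5% of those of chromosome 13. Losses covered every window of chromosomes 2, 5, 8, 15 and 17, 98.6% of chromosome 24 and 70.5% of chromosome 4. Over the chromosomes on which at least 50% of the windows passed, the windows with a recurrent CNA made up 53.2% of the 13576 windows. The share was 50.0% with chromosome 4 left out of the sum, a value computed after the data were examined. The longest run of the loss on chromosome 4 extended from 27700001 to 62100000. The paper did not evaluate gene data for a large portion of this chromosome, which has a high repeat and GC content (Figure 1), and over the tails chromosome 4 had an SD of 0.14 (log2), the largest of the 25 chromosomes.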

Overall, recurrent large-scale CNAs accounted for almost 60% of the zebrafish genome. This analysis confirmed our prior conclusions about the contributions of whole-chromosome alterations [43], and allowed stringent definition of the recurrent alterations. Specifically, all or most of nine different chromosomes (chromosomes 9, 10, 11, 13, 19, 20, 22, 23 and 25) were overrepresented and six chromosomes (chromosomes 2, 5, 8, 15, 17, 24) were underrepresented (Figure 1, Table S1, Dataset S3). 

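The most frequent gains were those of chromosome 25, in 116 of 147 tumors (78.9%, 95% Wilson interval 71.6 to 84.7), of chromosome 10, in 93 tumors (63.3%, interval 55.2 to 70.6), and of chromosome 11, in 87 tumors (59.2%, interval 51.1 to 66.8). Chromosome 22 was gained in 71 tumors (48.3%), chromosomes 19 and 23 in 69 each (46.9%), chromosome 20 in 62 (42.2%) and chromosome 13 in 61 (41.5%). Chromosome 9 was gained in 53 tumors (36.1%), and 43.2% of its windows passed the recurrence test. The most frequent losses were those of chromosome 15, in 108 tumors (73.5%, interval 65.8 to 79.9), and chromosome 8, in 100 tumors (68.0%, interval 60.1 to 75.0). Chromosome 5 was lost in 81 tumors (55.1%), chromosome 17 in 79 (53.7%), chromosome 4 in 78 (53.1%), chromosome 2 in 63 (42.9%) and chromosome 24 in 57 (38.8%). At least 50% of the windows passed the test on 8 chromosomes for gain (10, 11, 13, 19, 20, 22, 23 and 25) and on 7 for loss (2, 4, 5, 8, 15, 17 and 24). Chromosome 9 was also called with a segment threshold of 0.1, with unsegmented log2 ratios in 1-Mb windows, whether against the own tail or the mean of all tails, and in the 90 deeper pairs. Chromosome 24 was not called with such unsegmented ratios, nor was chromosome 2 when these were taken against the mean of all tails, and chromosome 1 was called for loss with chromosome 4 left out. The part of Dataset S3 used here holds 1995 genes, on chromosome 1 and part of chromosome 2. For 1972 of these genes, the share of tumors with loss lay within 1 percentage point of the paper's value. Both shares were read from the authors' segment values at the same threshold, so near equality was fixed in advance. The comparison does not test the calls on other chromosomes.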

With the exception of chromosome 25, large-scale CNAs showed modest amplitudes, which is similar to findings in most human solid tumors [4]. 

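The amplitude of chromosome 25 was 0.53 ± 0.35 (mean log2 ratio ± SD, n = 147 tumors), and it was above 0 in 138 tumors. The next largest gains were those of chromosome 10, at 0.30 ± 0.28 (above 0 in 137 tumors), and chromosome 11, at 0.24 ± 0.22 (above 0 in 135). Chromosomes 22, 23, 19, 20 and 13 lay between 0.12 and 0.20. Among the losses, chromosome 15 had an amplitude of -0.37 ± 0.28 (below 0 in 133 tumors), chromosome 8 of -0.34 ± 0.26 (below 0 in 130), chromosome 17 of -0.26 ± 0.22 (below 0 in 123) and chromosome 5 of -0.24 ± 0.25 (below 0 in 116). In a two-sided sign-flip permutation test adjusted over 25 chromosomes, 11 chromosomes were above 0 and 11 below. Each of the 4 losses and 3 gains with an amplitude named here had an adjusted p of 1.47e-05, from a raw p of 1e-05 that is the smallest this test can give. The chromosomes that did not pass were 7 (-0.042 ± 0.27, adjusted p = 0.0667), 12 (0.018 ± 0.23, adjusted p = 0.357) and 16 (-0.021 ± 0.23, adjusted p = 0.286). Chromosome 3, which passed, did not do so without centering (-0.011, adjusted p = 0.583), in the 90 pairs with at least 500000 reads in both libraries (adjusted p = 0.204), with segment values (adjusted p = 0.0829) or against the mean of all tails (adjusted p = 0.0914), and chromosome 18 did not in the 90 pairs (adjusted p = 0.124). Chromosome 7 passed against the mean of all tails (adjusted p = 0.047) and without the first and last 2 Mb of each chromosome (adjusted p = 0.0345).

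**Figure D1:**
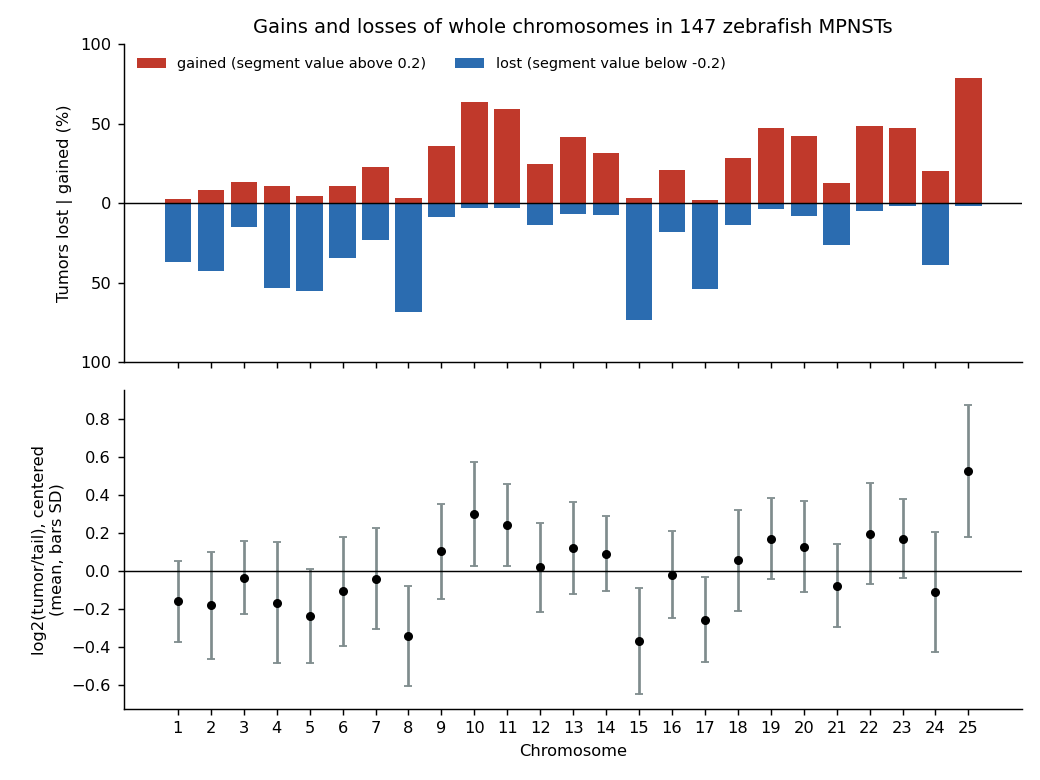
The upper panel gives the percent of 147 tumors in which each chromosome was gained (up, segment value above 0.2) or lost (down, below -0.2), and the lower panel gives the mean of the centered log2 ratio of tumor to tail with bars of 1 SD over tumors. Chromosome 25 has the largest mean (0.53) and chromosome 15 the lowest (-0.37).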

Zebrafish centromeres have only been roughly mapped [49]–[53]. However, a careful examination of the CNAs in each of the individual tumors did not detect any common copy number breakpoints in the chromosomal region that contains each centromere (Figure S3C). This suggests that zebrafish MPNSTs rarely exhibit “arm-level” CNAs, which are a common feature of human cancers [4], [6], [7]. 

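Adjacent segments of the 147 tumors differed by more than 0.2 at 6341 breakpoints. Chromosome 25 held 463 of them, with a median of 9 per 1-Mb window, chromosome 7 held 440, and chromosome 11 held 108, with a median of 1 per window. The windows with the most breakpoints were those from 36000001 to 37000000 on chromosome 8, with 128, from 19000001 to 20000000 on chromosome 13, with 126, and from 16000001 to 17000000 on chromosome 10, with 104. Each of these holds a 100-kb window whose reads vary together over the tails. Of all breakpoints, 26.5% fell at or next to windows whose reads vary together over the tails of the 147 fish, which with their neighbors make up 5.94% of all windows. Of all breakpoints again, 15.0% lay within 2 Mb of a chromosome end, where 7.37% of the windows lie. Positions of the centromeres were not used here, so no count is given for the regions that contain them. From the lack of common breakpoints near centromeres, the paper proposes that arm-level CNAs are rare in zebrafish MPNSTs.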

Tumors arising in triploid versus diploid *tp53* mutants did not show any statistically significant difference in the frequency with which any chromosome's copy number was altered (Table S2). This reinforces our conclusion that MPNSTs select for a similar karyotype regardless of the starting ploidy, and validates inclusion of the triploid fish tumors in our overall analysis. 

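Chromosome by chromosome, the 45 triploid and the 49 diploid tp53 tumors differed by -0.087 to 0.068 (mean log2 ratio, triploid minus diploid). The largest difference was that of chromosome 20, at 0.068 ± 0.25 (SD) in triploid and 0.16 ± 0.24 in diploid tumors, a difference of -0.087 (standard error 0.050, 95% interval -0.19 to 0.014). Chromosome 25 was at 0.51 ± 0.34 and 0.45 ± 0.35, and chromosome 8 at -0.28 ± 0.30 and -0.35 ± 0.25. With the two-sided t-test that Text S1 names, 0 of 25 chromosomes passed an adjusted p of 0.05 (smallest adjusted p = 0.891) and 0 an unadjusted p of 0.05. With edgeR on the reads of each chromosome, 0 passed the adjusted and 1 the unadjusted threshold. The intervals of the 25 differences reach from -0.19 to 0.20, so smaller differences are not excluded. The paper states that the lack of a significant difference reinforces its conclusion that the tumors select for a similar karyotype whatever the starting ploidy.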

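In rp tumors the mean log2 ratio of chromosome 6 was -0.24 ± 0.26 (SD, n = 53), and in tp53 tumors it was -0.034 ± 0.28 (n = 94). This is a difference of -0.21 (standard error 0.046, adjusted p = 0.000364), and chromosome 6 was lost in 52.8% of rp and 24.5% of tp53 tumors. Chromosome 24 was lost in 50.9% of rp and 31.9% of tp53 tumors (difference -0.18, standard error 0.052, adjusted p = 0.00368), and chromosome 17 in 66.0% and 46.8% (difference -0.11, standard error 0.038, adjusted p = 0.0168). Chromosome 24 was also gained less often in rp (7.55%) than in tp53 tumors (27.7%). By Fisher's exact test on the numbers of tumors gained, chromosome 24 passed. Chromosome 22 was gained in 66.0% of rp and 38.3% of tp53 tumors (difference 0.17, standard error 0.043, adjusted p = 0.00113). Chromosome 11 was gained in 75.5% of rp and 50.0% of tp53 tumors (difference 0.14, standard error 0.035, adjusted p = 0.00163). The p-values are from two-sided t-tests of equal variance on the centered median log2 ratio of each chromosome per tumor, adjusted over 25 chromosomes. The other 20 chromosomes did not pass, the nearest being chromosome 25 (difference 0.13, standard error 0.059, adjusted p = 0.116). In the 90 pairs with at least 500000 reads in both libraries, only chromosome 6 passed, with differences of 0.11 on chromosome 11, -0.11 on chromosome 17, -0.14 on chromosome 24 and 0.067 (standard error 0.052) on chromosome 22. By Fisher's exact test on the numbers of tumors lost, chromosomes 17 and 24 did not pass (adjusted p = 0.282 for both), and against triploid tp53 tumors alone chromosome 17 did not (-0.10, adjusted p = 0.108). Chromosome 11 did not pass without centering (difference 0.091), chromosome 17 did not pass with edgeR on the reads of each chromosome with a block for each fish (-0.028), and with the mean of all tails as the reference chromosome 25 passed (0.16) and chromosome 24 did not (-0.13).

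**Figure D2:**
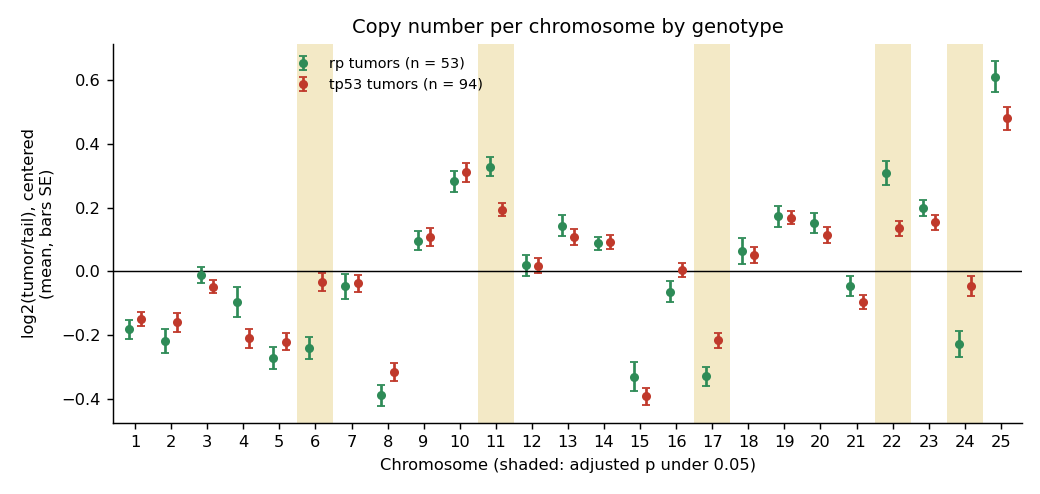
Mean of the centered log2 ratio of tumor to tail per chromosome in 53 rp and 94 tp53 tumors, with bars of 1 standard error. Chromosomes past an adjusted p of 0.05 are shaded, and among them chromosomes 6, 17 and 24 lie lower and chromosomes 11 and 22 higher in rp tumors.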

Alterations within *tp53* and *rp* MPNSTs also appeared mostly similar, but a statistical analysis (made possible by the large sample size for both genotypes) revealed a slight preference for loss of chromosomes 6, 17, and 24 and gain of chromosomes 11 and 22 in *rp* tumors compared to *tp53* tumors (Table S2). Notably, the *tp53* gene is on chromosome 5; while this chromosome is recurrently underrepresented in zebrafish MPNSTs, this tendency is no more prevalent in *tp53* mutant tumors than *rp* mutant tumors. This is consistent with our prior finding that both mutations exert their tumorigenic effect via a common pathway [36].

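Chromosome 5 was lost, at a segment value below -0.2, in 33 of 53 rp tumors (62.3%) and in 48 of 94 tp53 tumors (51.1%). The difference did not pass a two-sided Fisher's exact test (odds ratio 0.632, p = 0.228). Among diploid tp53 tumors, 26 of 49 (53.1%) had lost it. The 7 rp tumors with the mutation in rpl36a, which is itself on chromosome 5, were also left out, and the loss was then found in 30 of 46 rp tumors (65.2%, p = 0.147). With a threshold of -0.1 the shares were 69.8% in rp and 64.9% in tp53 tumors, and with -0.3 they were 50.9% and 41.5%.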

**Figure 1:**
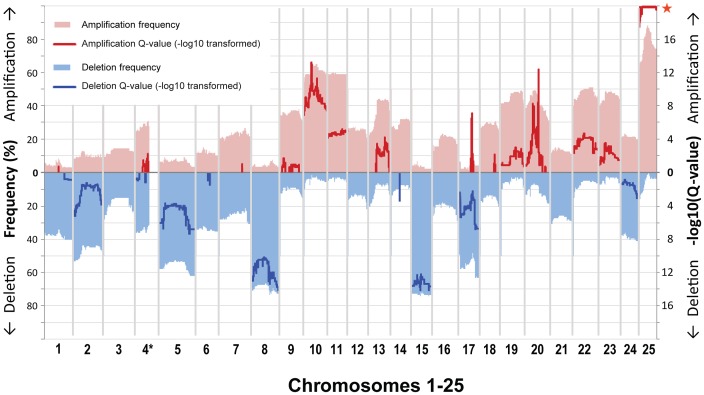
Gene-based frequency and Q-value profiles for gains and losses over the 25 zebrafish chromosomes. Gains and losses are shown in red (top) and blue (bottom). Frequencies (left y-axis, pale red/blue shading) are displayed with respect to a cutoff of 0.2 as used for the GISTIC analysis. GISTIC Q-values (right y-axis, bold red/blue lines) are displayed as −log10-transformed only above a value of 0.6 used as cutoff (corresponding to an untransformed Q-value of 0.25). We did not evaluate gene data for the large portion on chromosome 4 that is characterized by high repeat and GC content (*), and accordingly it is only partially shown.

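Tumors held a median of 22 focal CNAs (interquartile range 11 to 32, range 0 to 76), counted as runs of segments above 0.2 or below -0.2 that extend over at least 3 windows and less than 50% of a chromosome. At least 1 was found in 146 of the 147 tumors (99.3%). Of the 3358 focal CNAs, 1276 were gains and 2082 were losses. Without runs that touch the first or last 2 Mb of a chromosome, 803 gains and 856 losses remained, with a median of 10 per tumor. Without runs in windows whose reads vary together over the tails, there were 1237 gains and 1624 losses (median 17). The median was 11 when only runs of at least 10 windows were counted. For all 3358, the median number was 23 in rp tumors, 15 in diploid tp53 tumors and 25 in triploid tp53 tumors. Over the 147 tumors, the number rose with the log10 of the reads in whichever library of the pair had fewer (Pearson r = 0.396 and Spearman rho = 0.386, permutation p = 1e-05 for both, the smallest these can give, r = 0.383 without the 2 tumors farthest from the median depth). Within groups, r was 0.519 in rp tumors (permutation p = 3e-05), 0.202 in diploid tp53 tumors (permutation p = 0.162) and 0.317 in triploid tp53 tumors (permutation p = 0.0333).

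**Figure D3:**
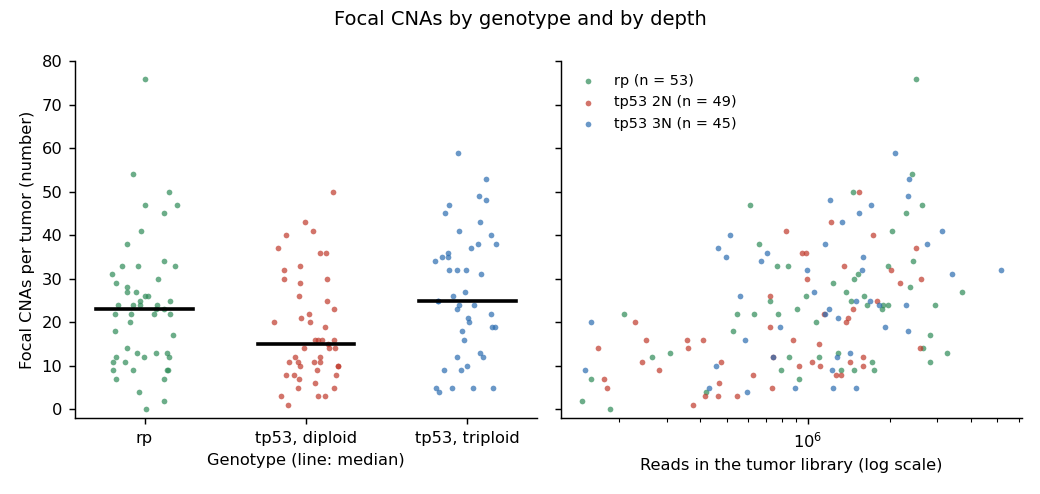
Number of focal CNAs per tumor by genotype (left, points are tumors and lines are medians) and against the reads in the tumor library (right, log axis). The medians are 23 for rp, 15 for diploid tp53 and 25 for triploid tp53 tumors.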

Almost every individual zebrafish tumor displayed a variety of focal CNAs (i.e. affecting less than half a chromosome). Most of the identified focal CNAs spanned less than 10% of the chromosome. Additionally, most were not recurrent. Despite this heterogeneity, we did detect a number of recurrent focal CNAs. These were defined as either JISTIC-determined regions of less than 10 Mb and/or regions that scored in JISTIC's focal mode (see Materials and Methods), which denotes significant recurrence relative to neighboring chromosomal sequences. 

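The median length of a focal CNA was 1.5 Mb, and 68.6% of the 3358 were shorter than 10% of their chromosome. When runs that touch the first or last 2 Mb of a chromosome were left out, the median length was 0.8 Mb and the share was 85.1%. When only runs of at least 10 windows were counted, 1991 remained, with a median length of 6.2 Mb, and 47.0% of these were shorter than 10% of their chromosome.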

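Of the 3358 focal CNAs, 230 (6.85%) overlapped a region that Table S1 lists as a recurrent focal CNA of the same direction. The others did not overlap a region of their direction among the 17 listed.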

Importantly, as anticipated, our enlarged sample size detected additional CNAs that were not evident in our previous study [43], and it further refined the boundaries of formerly identified focal changes. 

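Compared with the rest of its own chromosome, copy number was raised in 10 of the 14 regions listed as focal gains in Table S1, and lowered in 0 of the 3 regions listed as focal losses. Among the gains that stood out most were those on chromosome 4 from 18100 to 25170 kb (excess of 0.31 ± 0.54 log2, mean ± SD, n = 147 tumors) and from 12058 to 15683 kb (0.30 ± 0.53), both with an adjusted p of 4.25e-05, beside the longer gain on chromosome 25. The gain on chromosome 1 from 35176 to 35498 kb had an excess of 0.092 ± 0.39 (adjusted p = 0.00209) and exceeded 0.2 in 10 tumors. The regions listed as gained that did not pass were those on chromosome 7 (0.066 ± 0.49, adjusted p = 0.118), chromosome 9 (0.015 ± 0.24, adjusted p = 0.522), chromosome 18 (0.041 ± 0.25, adjusted p = 0.0624) and the second on chromosome 25 (-0.0069 ± 0.49, adjusted p = 0.897). The listed loss on chromosome 14 had an excess of -0.078 ± 0.51 (adjusted p = 0.0873), that on chromosome 6 of -0.017 ± 0.19 (adjusted p = 0.390), and that on chromosome 4 from 15683 to 17451 kb of 0.25 ± 0.47 (adjusted p = 4.25e-05), above the rest of the chromosome. The excess is the mean segment value of the region minus the median of the rest of the chromosome, with a two-sided sign-flip permutation test adjusted over 17 regions, which the authors had chosen on these same tumors. On chromosome 4 that rest holds the run of loss from 27700001 to 62100000. The mean segment values of its regions were 0.034 and 0.019 for the listed gains and -0.021 for the listed loss. The scan for focal recurrence tests each window relative to the median of its chromosome. At a q of 0.25, 7 of 7 windows passed in the chromosome 7 gain, 16 of 56 on chromosome 18 and 3 of 9 in the second on chromosome 25. On chromosome 9, 0 of 79 passed, and 0 of 3 in the chromosome 20 gain from 28275 kb. In the listed losses, 4 of 4 passed on chromosome 14 and 0 on chromosomes 4 and 6. In the recurrence test on segment values over all windows, at a q of 0.25, the listed loss on chromosome 4 had a run of loss from 15600001 to 17500000 (smallest q = 0.0754, 35.4% of tumors at its top), the listed gain on chromosome 9 a run of gain from 4800001 to 12900000 (smallest q = 0.0224) and that on chromosome 18 runs of gain from 33000001 to 36700000 and from 36900001 to 38100000 (smallest q = 0.0112). Against the 5 Mb on either side, 6 regions passed, among them that on chromosome 18 (0.047, adjusted p = 0.0218), and the excess was 0.063 for the chromosome 4 gain from 18100 kb (adjusted p = 0.00157), 0.040 for that from 12058 kb (adjusted p = 0.0655), 0.043 for the chromosome 1 gain (adjusted p = 0.0952) and -0.030 for the chromosome 4 loss region (adjusted p = 0.166). Among the 53 rp tumors alone 4 regions passed, without that on chromosome 1 (adjusted p = 0.18), and with unsegmented ratios 13 passed, among them the gains on chromosomes 7 (adjusted p = 0.000693) and 18 and the loss on chromosome 14, with the chromosome 6 loss region at 0.076 (adjusted p = 0.00175).

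**Figure D4:**
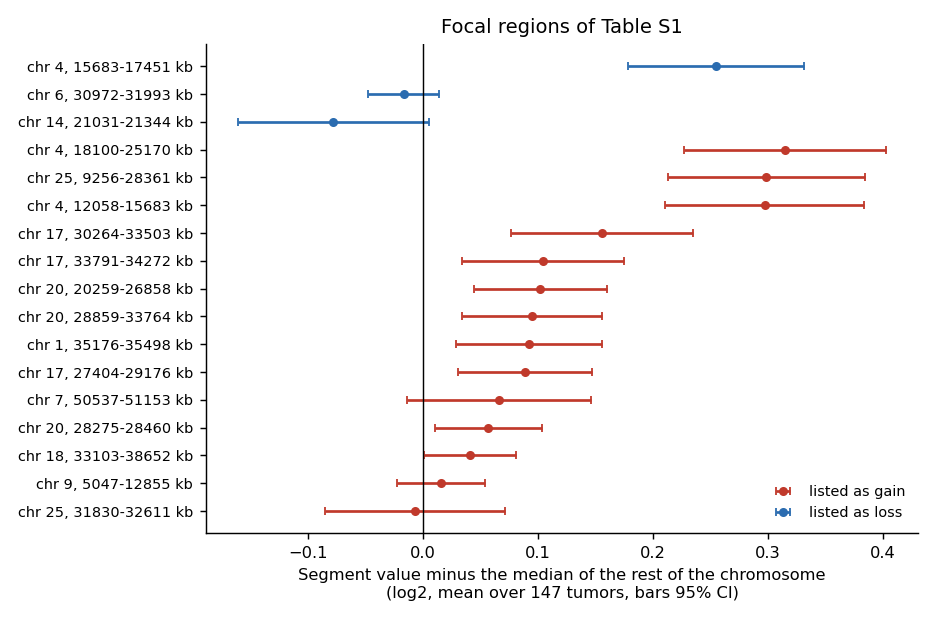
Mean over 147 tumors of the segment value in each focal region of Table S1 minus the median of the rest of its chromosome, with 95% confidence intervals. The gains on chromosomes 4 and 25 lie farthest to the right (0.31 and 0.30), and the region on chromosome 4 listed as a loss lies at 0.25. The mean segment value of that region was -0.021, and much of the rest of chromosome 4 was lost.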

In total, we found fourteen recurrent focal gains and three recurrent focal losses (Figure 1, Table S1, Dataset S3). Some of these focal changes overlie large events, and the focal and large alterations point in either the same or opposite directions. For example, focal amplifications are detected at multiple regions of chromosomes 20 and 25, beyond the degree to which the whole chromosome is over-represented, and chromosome 17 contains several small over-represented regions even though it is generally under-represented. In addition, some of the focal CNAs that appear to be a rather large contiguous region (as defined by the algorithm used) have a fine structure that suggests several sub-peaks (local Q-value maxima, Figure 2). 

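The region of chromosome 25 from 9256 to 28361 kb lay 0.30 ± 0.53 (log2, mean ± SD, n = 147) above the rest of the chromosome, and it was gained in 131 tumors (89.1%). On chromosome 20, the regions from 20259 to 26858 kb and from 28859 to 33764 kb lay 0.10 ± 0.36 and 0.094 ± 0.38 above the rest, and were gained in 74 tumors (50.3%) and 70 tumors (47.6%). The small region from 28275 to 28460 kb lay 0.057 ± 0.29 above the rest (adjusted p = 0.0106). On chromosome 17, the regions from 27404 to 29176 kb, 30264 to 33503 kb and 33791 to 34272 kb lay 0.089 ± 0.36, 0.16 ± 0.49 and 0.10 ± 0.44 above the rest of the chromosome. Their mean segment values remained below 0, at -0.14, -0.074 and -0.12, and they were gained in 13, 17 and 12 tumors. The adjusted p of the sign-flip test was 4.25e-05 for chromosome 25, 0.000142 and 0.00128 for the larger regions of chromosome 20, and 0.00128, 6.8e-05 and 0.000777 for those of chromosome 17. The regions of chromosome 17 that begin at 27404 and 33791 kb and the small region of chromosome 20 did not pass against the 5 Mb on either side (0.018, 0.026 and 0.0090), and neither these nor the larger chromosome 20 regions passed among the 53 rp tumors alone.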

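Along chromosome 25, the recurrence score was highest in the window from 19000001 to 19100000, where 130 of 147 tumors (88.4%) had a segment value above 0.2 and the mean was 1.19 ± 1.12 (SD). Further maxima lay at 17200001, with a mean of 0.96 ± 0.85, and at 21100001, with 0.89 ± 0.71. Lower ones followed at 25800001 (0.80 ± 0.67), 12000001 (0.75 ± 0.70) and 14100001 (0.75 ± 0.69). On chromosome 20 the highest score was in the window from 33200001, gained in 71 tumors (mean 0.34 ± 0.69), followed by those from 22200001 (72 tumors, 0.29 ± 0.54), 24800001 (73 tumors, 0.28 ± 0.56) and 29400001 (69 tumors, 0.24 ± 0.48). The q of the chromosome 20 maxima was 3e-11, 5.97e-09, 1.04e-08 and 4.08e-06, in the same order.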

Because the Q-values across the entire region score as significant, any part could include driver genes. However, we speculate that the sub-peaks, which in a sense represent minimal overlap regions, may contain higher-probability candidates. Accordingly, we note that these regions often include the zebrafish orthologs of known oncogenes, such as *jun*, *pdgfra*, *kita*, *mycn*, *ccnd2a*, *met*, *hrasa*, and *kras*.

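The gene jun, which encodes a transcription factor subunit, starts at 15558572 on chromosome 20 of Zv9. In the window that holds it, 68 of 147 tumors (46.3%) had a gain and 11 (7.48%) a loss, with a mean segment value of 0.20 ± 0.37 (SD). A local maximum of the recurrence score lay in the next window, from 15600001 to 15700000, with a q of 0.000182. The spread of the reads of that next window over the tails was wide (percentile 95.5 of all windows). With a threshold of 0.3 the gain was found in 30.6% of tumors. The position of jun is from the part of Dataset S5 used here, which holds 1995 of its rows, and the other oncogenes of this list have no position in that part and were not analysed here.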

**Figure 2:**
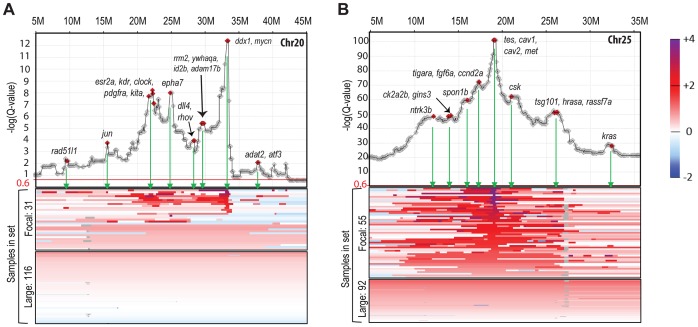
Amplification landscape of focal CNAs reveals sub-peaks. Gene-based Q-value profiles (JISTIC standard mode, −log10-transformed) summarizing the “amplification landscape” on chromosome 20 (A) and chromosome 25 (B), plotted above heatmaps (color scale on the very right) for all underlying 147 zebrafish MPNST samples. For each chromosome, samples are separated into two heatmap panels as indicated to the left of each panel: one for samples with focal and sub-chromosomal alterations (top) and another one for samples with large alterations comprising the entire chromosome (bottom). Within each panel, samples are sorted based on the amplitude at the primary peak (maximum −log10-transformed Q-values), or, for samples with focal alterations not supporting the primary profile peak, by a secondary peak. Diamond markers in profiles show gene locations. Genes with a described role in cancer are highlighted and labeled at the green arrows pointing to the corresponding heatmap regions of focal segment overlaps.

Chromothripsis, a recently described phenomenon of cancer genomes [54], is the catastrophic shattering of chromosomes followed by imperfect fragment rejoining and consequent acquisition of multiple genomic rearrangements. One result of these rearrangements is that a number of segments of a chromosome that were originally non-adjacent become linked and then co-amplified or co-depleted. In CNA analysis (when viewing the sequence of the chromosome in its original order), this presents as an alternation between two or more copy number states along the length of all or part of the chromosome. 

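Of the 3675 chromosomes of the 147 tumors, 132 (3.59%) went up and down at least 6 times in a row between adjacent segments, with each step over 0.3. These chromosomes were spread over 79 tumors. Most often they were copies of chromosomes 7 and 25, with 17 tumors each, and of chromosome 13, with 15, and chromosome 3 had 0. With at least 4 such steps the count was 479 (13.0%), and with at least 8 it was 48 (1.31%). The criterion was set before the data were examined, because the paper's text does not give a numerical one. The share was 4.58% in the 90 pairs with at least 500000 reads in both libraries and 2.04% in the other 57 pairs. When segments in windows that vary together over the tails were left out, a choice made after the data were examined, 99 chromosomes (2.69%) met the criterion.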

Evaluation of the copy number data from our 147 tumors identified at least 47 chromosomes that had CNA patterns indicative of chromothripsis (1.3% of all chromosomes). These were observed in both *tp53* and *rp* mutant zebrafish MPNSTs. 

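Chromosomes with at least 6 alternating steps made up 44 of 1325 (3.32%) in rp tumors and 88 of 2350 (3.74%) in tp53 tumors. At least 1 was found in 29 of 53 rp tumors and 50 of 94 tp53 tumors (two-sided Fisher's exact test, p = 0.865). With 8 steps the numbers of tumors were 13 and 22 (p = 1).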

Two examples are shown in Figure S3E, where the copy number clearly toggles back and forth between two or three different copy number states. While the degree of alteration seems less dramatic than cases reported in human tumors [7], [54], this indicates another similarity in the pathobiology of zebrafish and human cancer. More broadly, our data suggests that chromothripsis may be a hallmark of cancer-associated genomes in all vertebrates.

### Human MPNSTs also contain recurrent CNAs

We next focused our attention on analysis of human MPNSTs. Recently, 23 human MPNSTs in patients with inherited neurofibromatosis type 1 (NF1; heterozygous germline *NF1* mutation) were examined using high resolution aCGH [41] (Figure S3B). Almost half of human MPNSTs develop from neurofibromas in patients with *NF1* mutations and these have been reported to share similar CNA and transcriptome profiles with sporadic MPNSTs [44], [55], [56]. Thus, we believe that this dataset will not be overly biased towards *NF1*-specific cooperating mutations. To enable comparison with our zebrafish data, we re-analyzed this human dataset using the same methods (segmentation, GISTIC). To compensate for the small sample size of human tumors, we analyzed large-scale changes using an increased sensitivity threshold while ensuring that the resulting calls were largely consistent with the previously reported results [41]. In general agreement with prior studies of human MPNSTs [6], [57]–[59], we found that 5 chromosomes or chromosome arms were over-represented and 13 chromosomes or chromosome arms were under-represented (Table 1, Figure S4, Table S3, Dataset S4). Similar to findings in other human solid tumors [4], [6], [7], chromosome (arm)-level changes in human MPNSTs generally exhibited low amplitudes, but appeared at high frequency.

**Table 1:** Overlap of genes in fish and human MPNST gains and losses.

	Chromosome^a^	# of human protein-coding genes in human CNA	Overlap with fish^b^	Number of human genes in comp table (%)	% of human genes in comp table filtered out by fish
Human Gains	7	942	268	617 (65%)	57%
	8	487	128	347 (71%)	63%
	12	271	62	150 (55%)	59%
	15	441	138	303 (69%)	54%
	17	505	54	368 (73%)	85%
	Focals^c^	196	74	144 (73%)	49%
	**Total**	**2840**	**724**	**1929 (68%)**	**62%**
Human Losses	1	1064	332	768 (72%)	57%
	3	254	64	178 (70%)	64%
	4	495	63	326 (66%)	81%
	8	238	74	137 (58%)	46%
	9	214	36	127 (59%)	72%
	10	785	164	551 (70%)	70%
	11	1344	229	789 (59%)	71%
	13	205	22	158 (77%)	86%
	16 region 1	103	3	70 (68%)	96%
	16 region 2	177	7	118 (67%)	94%
	17	475	165	312 (66%)	47%
	18	292	105	196 (67%)	46%
	22	463	108	316 (68%)	66%
	X	376	38	172 (46%)	78%
	Focals^c^	60	4	40 (67%)	90%
	**Total**	**6545**	**1414**	**4258 (65%)**	**67%**

a Human chromosome containing a given recurrent CNA; how much of each noted chromosome is in the recurrent CNA is noted in Table S3.

b The number of human protein-coding genes within the CNA whose fish ortholog is also in a CNA of the same polarity. For a detailed accounting of which fish CNAs contribute to each of these overlaps, see Table S4.

c All focal recurrent gains or losses have been combined here; details by regions are available in Table 2, Table S4, and Dataset S5.

In addition to recurrent large CNAs, we also identified 13 human recurrent focal gains and 7 recurrent focal losses (Figure S4, Table S3, Dataset S4). Similar to the zebrafish tumors, a subset of these human focal changes overlaid large-scale CNAs (chromosomes 7, 9, 17, see Table S3, Dataset S4). Samples displaying CNA patterns indicative of chromothripsis were also present in the human dataset in 44 instances (8.3% of chromosomes amongst all samples). Select examples in which the copy number toggles between two or three states along the length of the chromosome are shown in Figure S3F.

### Zebrafish-human comparative oncogenomics reduces the number of candidate driver genes

To compare our zebrafish and human CNA datasets, we next established a correspondence table of proposed human-zebrafish orthologs represented by Ensembl gene models. These correspondences originated from reciprocal best hits from protein sequence similarity searches (BLASTP), which were further refined using conserved synteny information [24]. This correspondence table covers 20,649 pairwise relationships. Once gene redundancy is eliminated, it comprises 20,216 distinct zebrafish genes and 13,338 distinct human genes. This disparity is due to a number of factors, but chiefly the increased number of paralogs in zebrafish arising from the teleost-specific, whole genome duplication event [60]. As the retention of both paralogs generally indicates some sub-functionalization, either in expression pattern or activity [61], copy number alteration of either paralog could contribute to tumorigenesis in zebrafish. The zebrafish gene count is further inflated because some genes have been erroneously split into two or more adjacent gene models for lack of connecting transcript evidence. Genes unaccounted for in the correspondence table reflect technical difficulties in ortholog assignment, as well as orphan genes [62] in either lineage. These have been excluded from the following oncogenomic comparisons.

#### Comparing all human CNAs to all zebrafish CNAs

Our first priority was to compare large CNAs between human and zebrafish, with the goal of eliminating likely passengers. We found that only 25% of the genes in human CNA gains were also in zebrafish gains and only 22% of losses were in common between the two species (Figure 3, Table 1, Table S4, Dataset S5). While a non-trivial portion of this reduction reflects the lack of gene representation in the human-zebrafish correspondence table, our imposed restriction that genes must be either gained or lost in both organisms accounted for most of this resolution. For example, of the 487 protein-coding genes (as per Ensembl) on the portion of human chromosome 8 that is gained, 347 are represented in the correspondence table, but only 128 exist within chromosomal gains in zebrafish (Table 1, Table S4, Dataset S5).

**Figure 3:**
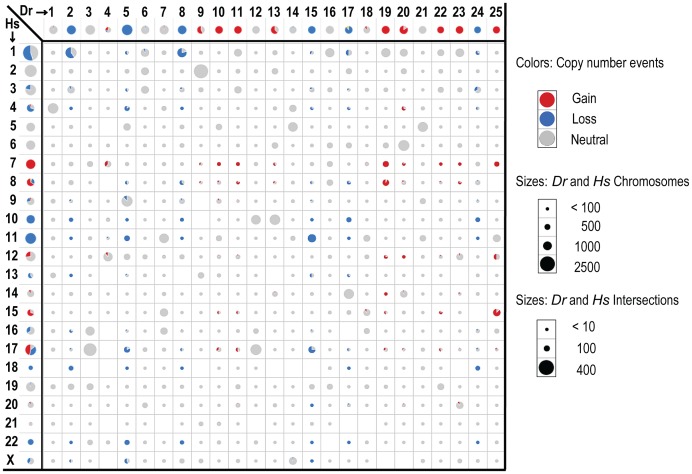
Intersecting human and zebrafish genes by chromosome. Data is shown for genes identified as human-zebrafish orthologs. Axes show genes by chromosome for human (left) and zebrafish (top). The cells in the matrix (intersections) show the overlap of orthologous genes on the individual zebrafish and human chromosomes. Circle and wedge sizes denote the number of genes. Note that the scales differ for the axes versus the intersections, as indicated. The red and blue colors denote recurrent gains and losses for either each individual organism (axes), or the shared changes in both organisms (intersections). The grey shows neutral changes; either no recurrent gain or loss for the per-organism chromosomal gene sets (axes), or lack of concordance (i.e. any combination of gain/loss, gain/neutral, neutral/neutral or loss/neutral) between human and zebrafish orthologs (intersections).

Importantly, the human-zebrafish copy number loss intersections included all 3 genes whose hereditary mutation is known to predispose individuals to Schwann cell tumors (neurofibromas, schwannomas and MPNSTs) - *NF1*, *NF2* and *SMARCB1* [63], [64]. Notably, these three genes are all situated in large CNAs, as opposed to focals, and thus would elude analyses centered on focal alterations alone. In addition, our analysis showed that both species lost the *PTEN* tumor suppressor, and *PTEN* inactivation is known to cooperate with *NF1* mutation in MPNST development [65]. Conversely, the copy number gain intersection included quite a number of genes whose overexpression has previously been associated with cancer, such as *BIRC5*, *CCND2*, *CDK6*, *HEY1*, *HGF*, *HSF1*, *KIT*, *MDM2*, *MET*, *NTRK3*, *PDGFR*, *SNAI2*, *TK1*, and *TWIST1*.

#### Comparing human and zebrafish microRNAs

We also screened for miRNAs that were affected by CNAs. For this, we followed a paradigm similar to protein-coding genes, with modifications to accommodate the specifics of miRNA biology. Specifically, rather than using a phylogenetic approach and establishing 1∶1 relationships, we grouped miRNAs based on seed family membership. The resulting human-zebrafish miRNA correspondence list included 89 miRNA seed families for which CNA data was available in both species. We then required that a given miRNA seed family had at least one member in each species that was altered in tumors with the same polarity, and that no other group members were altered in the opposite direction. These stringent criteria identified 8 seed families that were exclusively in gains in both species and 9 exclusively in losses (Table S5). 

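MicroRNA genes are short, so each was read from the 100-kb window that holds its start in Table S5B. The 10 zebrafish loci of the 8 gained families that lie on the chromosomes given in Table S5A had a gain in 29.3% to 74.8% of the 147 tumors (median 46.3%), and 7 of the 10 were gained more often than lost. The highest was mir-190 on chromosome 25, gained in 110 tumors (74.8%) and lost in 5, followed by mir-196c on chromosome 11, gained in 87 (59.2%). The remaining 3 were mir-96, mir-182 and mir-183, which share a window on chromosome 4 that was gained in 43 tumors (29.3%) and lost in 48 (32.7%). The 9 loci of the gained families on other chromosomes had a gain in 11.6% to 34.0% (median 19.7%), and 4 of the 9 were gained more often than lost. The 13 loci of the 9 lost families on the chromosomes given there had a loss in 34.7% to 76.9% of tumors (median 53.7%), and 13 of 13 were lost more often than gained. The 3 loci of the lost families on other chromosomes had a loss in 24.5% to 38.1% (median 38.1%). Among the 13 were mir-139 on chromosome 15, lost in 113 tumors (76.9%), mir-15c and mir-16a, which share a window on chromosome 15 and were lost in 107 (72.8%), and mir-101b on chromosome 5, lost in 89 (60.5%). With a threshold of 0.3 the medians were 31.6% for the gained and 43.5% for the lost loci. The authors had chosen these families by the recurrent CNAs of these same tumors, so the directions are not independent evidence. Loci that share a window or a chromosome are not independent of each other.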

For nearly all of these miRNA seed families, a member miRNA has been implicated in gene expression and copy number alterations across a range of cancer types [66].

#### Genes focally amplified in both human and zebrafish tumors

Many prior cancer studies have concentrated on focal CNAs because of the likelihood that at least one of the encompassed genes will be a cancer driver, as well as the technical feasibility of testing all candidates. We reasoned that any gene detected within both human and fish focal CNAs would be an excellent candidate driver, because such overlaps would be highly unlikely to occur by chance as focally-amplified genes represent only a small percentage of the genome in each species. We found that of 13 recurrent focal gains in human MPNSTs (Table S3), only 4 contained any genes also in zebrafish focal gains (Table 2, Table S4). One of those human focals contained only a single gene (*HIF1A*), and thus our study could not improve the resolution. For the other 3, we found between 28% and 68% of the genes in the human gain were also present in the corresponding fish focal gain (Table 2, Table S4). Thus, even over short regions, the broken synteny between humans and fish can reduce the number of hitchhiker genes. The largest recurrent focal CNA involves a stretch of 34 genes on human chromosome 4; 23 of these genes are also found in a focal gain on zebrafish chromosome 20 (Table 2). In human, this focal event contains a fragile site (FRA4B) and the well-known cancer genes *PDGFR*, *KIT* and *KDR*, which are also in the fish focal gain. 

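Table 2 places the zebrafish ortholog of MDM2, which encodes an inhibitor of p53, on chromosome 4. Of the regions of this chromosome that Table S1 lists as focal gains, the first was gained in 43 of 147 tumors (29.3%), with a mean segment value of 0.019 ± 0.45 (SD), and the second in 43 tumors, with 0.034 ± 0.46. In 91 tumors each, the region lay above the rest of the chromosome, much of which was lost. The scan for focal recurrence gave its highest score within the second region from 21800001 to 21900000, where 50 tumors (34.0%) lay more than 0.2 above the median of the chromosome and 2 lay as far below it.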

Other notable genes found to be focally amplified in both human and fish tumors include *MDM2* and *HIF1A*. In total, 34 genes were found in focal amplifications in both species. In contrast, we did not find any genes to be in focal losses in both species.

**Table 2:** Genes found in focal amplifications in both human and fish MPNSTs, grouped by human focal regions

		Chromosome	
Human Focal Region^a^	Genes	Human	Zebrafish
4q	*DCUN1D4*	4	20
	*LRRC66*	4	20
	*SGCB*	4	20
	*SPATA18*	4	20
	*USP46*	4	20
	*RASL11B*	4	20
	*SCFD2*	4	20
	*FIP1L1*	4	20
	*LNX1*	4	20
	*GSX2*	4	20
	*PDGFRA*	4	20
	*KIT*	4	20
	*KDR*	4	20
	*SRD5A3*	4	20
	*TMEM165*	4	20
	*CLOCK*	4	20
	*NMU*	4	20
	*EXOC1*	4	20
	*CEP135*	4	20
	*KIAA1211*	4	20
	*AASDH*	4	20
	*PPAT*	4	20
	*PAICS*	4	20
12q region #1	*CNTN1*	12	4
	*PDZRN4*	12	4
	*GXYLT1*	12	4
	*YAF2*	12	4
	*ZCRB1*	12	4
12q region #2	*MDM1*	12	4
	*NUP107*	12	4
	*SLC35E3*	12	4
	*MDM2*	12	4
	*CPM*	12	4
14q region #2	*HIF1A*	14	20

a Human focal regions are delineated in Table S3.

#### Genes in focal CNAs in one species but in large CNAs in the other

It is notable that most of the recurrent focal CNAs within either human or zebrafish tumors did not include any genes that were also in focal CNAs in the other organism. Focal CNAs are likely to be influenced by fragile sites and other unstable regions, only a subset of which are evolutionarily conserved. Therefore, it seemed that the focal-to-focal comparison could overlook genuine cancer drivers. Thus, we extended our analysis to identify genes that were affected in focal CNAs in one species and in large CNAs in the other. We initiated this analysis using human tumors as the source of the focal CNAs. Notably, eleven of the thirteen human focal gains had some overlap with the total set of zebrafish gains. Of the 204 genes on these human focal gains, only 89 are present in zebrafish MPNST recurrent gains (55 exclusively in large fish CNAs and 34 that were in fish focals as noted above). Additionally, only two of the seven human focal losses contained genes also lost in zebrafish MPNSTs, and the overlap contains only 4 of the 55 genes on these human CNAs (Table S4, Dataset S5). For both gains and losses, these commonly altered genes might be prioritized over other genes in the human focal CNAs for functional testing.

Given the success of this expanded analysis, we also tested whether we could enrich for likely candidate drivers in large human CNAs by intersecting them with focal CNAs of the same directionality in zebrafish. Of the 2646 human genes present in large copy number gains, 1785 had identifiable zebrafish homologs but only 159 of these were found in recurrent focal amplifications in the zebrafish tumors. Because we found fewer focal losses than gains in the zebrafish tumors, only 14 of the genes within large human losses mapped to focal regions of loss in zebrafish (Table S4, Dataset S5). Both cases may provide biologically important candidates to account for the large gains or losses in human tumors.

#### Chromosome arm-level candidates can be functionally validated

A systematic identification of cancer drivers requires essentially two phases: an effective screening phase to generate candidate genes, and a functional validation phase. Our comparative oncogenomics approach represents a strategy for the first phase. As an example of the functional validation of candidates, we conducted genetic tests on three genes for which we had insertional mutants in house [67]. These include a candidate driver and two putative passenger genes.

The candidate driver was *NF2*, a gene whose loss-function mutation is known to cause human schwannomas. Importantly, our analysis detected *NF2* within large CNAs in both human and zebrafish tumors (Figure S5). In human, *NF2* is on chromosome 22, which is under-represented as a whole. 

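Chromosome 21 was lost in 39 of 147 tumors (26.5%) and gained in 19 (12.9%), with a mean log2 ratio of -0.079 ± 0.22 (SD), and 3.14% of its windows passed the recurrence test for loss. On chromosome 5 every window passed it. The mean segment value of the tumors that had lost chromosome 5 was -0.41, and that of the tumors that had lost chromosome 21 was -0.35. The positions of nf2a and nf2b are not in the parts of Dataset S3 and Dataset S5 used here, so the values are those of the chromosomes.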

Zebrafish have two paralogs of *NF2*, *nf2a*, which is on an underrepresented zebrafish chromosome (5), and *nf2b*, which is on a neutral chromosome (21). If the *nf2a* and *nf2b* paralogs have similar roles, we reasoned that loss of either might cooperate with the initiating *rp* or *tp53* mutations to promote MPNST development. No *nf2a* mutant currently exists, but we previously identified an *nf2b* zebrafish mutant that has a weak tumor phenotype [27]. To test if this could synergize with the *rp* or *tp53^M214K^* mutations, we intercrossed these lines. In both cases, double heterozygotes developed MPNSTs faster than any of the sibling single heterozygotes, affirming *nf2* as a valid MPNST driver (Figure 4A, B). These findings fit with prior reports that loss of murine *Nf2* and *Trp53* cooperate to yield MPNST [68]. In parallel, we also tested two genes that were identified as putative passengers, based on the fact that they were gained in fish tumors but either lost (*tln1*; zebrafish chromosome 10, human chromosome 9) or not recurrently altered (*mcm3*; zebrafish chromosome 20, human chromosome 6) in human MPNSTs (Figure 4C, D). 

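Chromosome 10, which carries tln1, was gained in 36 of 53 rp tumors (67.9%) and 57 of 94 tp53 tumors (60.6%), and its mean log2 ratio was 0.28 ± 0.25 (SD) and 0.31 ± 0.29. Chromosome 20, which carries mcm3, was gained in 26 rp tumors (49.1%) and 36 tp53 tumors (38.3%), at 0.15 ± 0.23 and 0.11 ± 0.25. Neither chromosome differed between the genotypes past an adjusted p of 0.05 (adjusted p = 0.707 and 0.531, two-sided t-test). The values are those of whole chromosomes, since the positions of both genes are not in the tables used here.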

Consistent with our designation as likely passengers, the heterozygous mutation of these genes had no significant impact on the development of MPNSTs resulting from *rp* or *tp53^M214K^* mutation. We believe that this general methodology can employed to systematically screen the identified candidate drivers.

**Figure 4:**
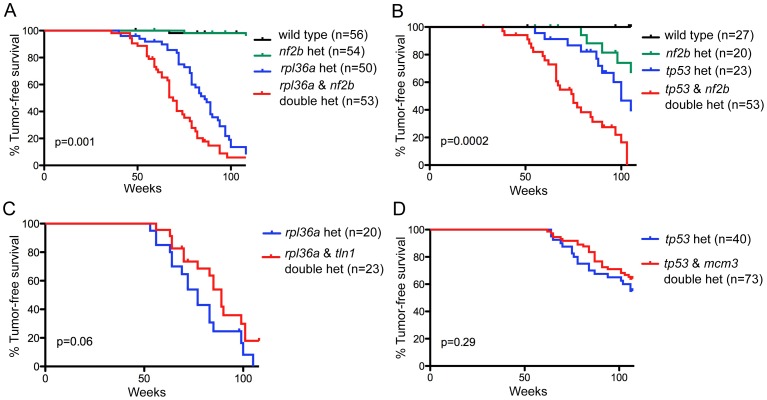
Functional testing of candidate driver gene *nf2* and putative passenger genes. (A,B) *nf2b* loss cooperates with *rp* or *tp53* mutation to promote MPNST development. Kaplan-Meier curves showing tumor-free survival of cohorts of single and double heterozygotes derived from (A) *rpL36a^+/−^*×*nf2b* ^+/−^ crosses and (B) *tp53^M214K/+^*×*nf2b^+/−^* crosses. (C, D) Neither *tln1* nor *mcm3* mutations affect tumor onset in zebrafish MPNST models, suggesting that these genes are passengers in CNAs. Kaplan-Meier curves showing tumor-free survival of cohorts of single and double heterozygotes derived from (C) *rpL36a^+/−^*×*tln1^+/−^* and (D) *tp53^M214K/M214K^*×*mcm3* ^+/−^. Fish from all crosses were genotyped by PCR for each relevant mutation at 6–8 weeks of age and housed segregated by genotype. In all panels, the numbers of fish of each genotype are shown in parenthesis, and the p values between the *rp* or *tp53* single heterozygotes and the double mutants are shown.

## Discussion

Our prior study of 36 zebrafish MPNSTs established the presence of aneuploidy and the preferential gain or loss of certain chromosomes [43]. Here, through the analysis of a much larger sample size, we can now assign statistical significance for these changes and conclude that 9 chromosomes are preferentially gained and 6 chromosomes are preferentially lost in these tumors (Table S1). In most cases, these preferences were found in MPNSTs that had been initiated by either *rp* or *tp53* mutations. However, statistical analysis suggests that slight differences may exist for a subset of chromosomes, (Table S2). 

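Of 1358 windows of 1 Mb, 115 differed between rp and tp53 tumors at an adjusted p of 0.05 (limma on the mean log2 ratios), 50 of them higher and 65 lower in rp tumors. On chromosome 6, 44 of 60 windows were lower in rp tumors, on chromosome 24, 17 of 44, and on chromosome 17, 3 of 54. On chromosome 22, 27 of 42 windows were higher in rp tumors, and on chromosome 11, 22 of 47. Of the remaining 2, 1 lay on chromosome 5 and 1 on chromosome 25. The window with the smallest adjusted p lay on chromosome 22 from 32000001 to 33000000, at 0.44 ± 0.34 (SD) in rp and 0.19 ± 0.25 in tp53 tumors (difference 0.24, standard error 0.050, adjusted p = 0.00317 from limma). With edgeR on the reads, with a block for each fish, 93 windows passed, 7 of them higher and 86 lower in rp tumors. With the mean of all tails as the reference 307 windows passed, 152 higher and 155 lower.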

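Large CNAs, counted as runs of segments above 0.2 or below -0.2 that extend over at least 50% of a chromosome, numbered 1817 in the 147 tumors. Of these, 1216 (66.9%) extended over at least 90% of the chromosome. With thresholds of 0.1 and 0.3 the shares were 68.7% and 62.9%, and counting runs over at least 80% of the chromosome gave 72.7%.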

We note that most of the large-scale CNAs in our zebrafish tumors include entire chromosomes. However, we do find exceptions to this rule, and these CNAs typically affect the central portions of chromosomes, as opposed to the ends. This is somewhat surprising, given that zebrafish chromosomes are predominantly metacentric or submetacentric [43], [69], much like human chromosomes. 

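Of the large CNAs of single tumors, 601 extended over less than 90% of their chromosome, and most lay toward 1 end of it. In 521 (86.7%) the run took up over 50% of the first or of the last 10% of the chromosome, where 35.7% would if runs of these lengths were placed at random, and in 80 (13.3%) it took up neither. In 76.4% the run included the first or the last window. A run ended at any window short of the threshold, so a short stretch could split a CNA of a whole chromosome. How many of the 601 arose in this way was not tested, and the random placement does not account for it. The recurrent gains of chromosomes 13 and 20 over all tumors had other bounds, away from both ends. They extended from 19100001 to 48300000 and from 48700001 to 50400000 on chromosome 13, and from 3000001 to 42400000 on chromosome 20. The window from 19100001 on chromosome 13 is among those whose reads vary together over the tails. Log2 ratios of the first and last 2 Mb were below those of the rest of the chromosome in 117 of the 147 tumors.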

We speculate that this reflects differences in chromosome breakability between zebrafish and human.

The substantial number of zebrafish MPNST samples also allowed for an accurate assessment of focal CNAs. In addition, we established fine structure for some of the CNA regions, especially for the amplified regions, through changes in GISTIC scores (G-scores) and significance values (Q-values) occurring beyond the simple statistical significance cutoff. These focal significance peaks represent minimal overlapping regions within the context of already statistically significant CNAs, and likely encompass higher-probability candidates. Consistent with this notion, we note that most of these focal peaks contained known oncogenes such as *hrasa*, *kdr*, *kita*, *kras*, *met*, *mycn*, and *pdgfra*.

Comparative oncogenomics is already well validated as a successful strategy to identify cancer drivers [13], [14]. To date, these studies have been primarily limited to analysis of focal CNAs. However, it is clear that many of the large-scale copy number aberrations in solid tumors affect entire chromosomes, chromosome arms, or large portions thereof. Such changes are shared by many types of solid tumors [4], [70]. More importantly, they have been associated with poor prognosis in multiple human tumor types [71]–[77], including in the case of MPNST [44], arguing that they must contain cancer drivers. These large chromosomal CNAs have been hypothesized to reflect the selective advantage of simultaneously targeting multiple cancer drivers [78]. Despite widespread appreciation that whole chromosome and chromosome-arm-sized CNAs must contain important cancer drivers [4], [8]–[12], identification of drivers in these large CNAs has remained a challenge as they simply contain too many genes for one-by-one functional characterization. A reduction of the number of candidate genes to be functionally analyzed would surely make such gene identification more practical, and this is the goal we pursued.

We postulate that zebrafish-human comparative oncogenomics provides a unique opportunity to address chromosome arm-level CNAs because human and fish genomes are effectively “scrambled” relative to each other due to the long evolutionary separation between human and zebrafish [22]. To show this, we established a reliable human-fish gene comparison list that contains 13261, or approximately two-thirds, of human protein-coding genes. This ortholog-based approach may exclude some human cancer genes (as one example, we note that the locus encoding p14ARF is absent in zebrafish), but it places the focus on evolutionarily related genes that are likely to conserve biological function. Using this list, we nominated human genes as candidate drivers if their copy number changed in the same direction as one or more of the zebrafish paralogs. This allowed us to reduce the number of candidate driver genes in the human MPNST CNAs by roughly four-fold. This reduction is comparable to that expected by chance, based on the relative fractions of the human versus zebrafish genomes that are recurrently gained or lost in MPNSTs. As the number of passenger genes is generally thought to greatly exceed the number of genuine cancer drivers, this level of enrichment, and not greater, is the anticipated result. We believe that this underscores the challenge - essentially searching for a needle in a haystack – and highlights how the poor synteny between human and zebrafish has such a strong winnowing effect. While we believe that our list of co-gained and co-lost genes still contains far more passengers than drivers, we note that removing 75% percent of the passenger genes in large CNAs is a significant step towards homing in on the true drivers, making it feasible to functionally test the remaining candidates.

As proof that the retained genes include genuine drivers, we note that the list of genes recurrently lost in both human and fish MPNSTs includes four tumor suppressors, *NF1*, *NF2*, *SMARCB1* and *PTEN*, that are strongly associated with the development of human Schwann cell tumors [63]–[65]. Similarly, the list of co-gained genes includes many genes (e.g. *CCND2*, *ETV6*, *HGF*, *HSF1*, *KIT*, *MDM2*, *MET* and *PDGFR*) whose overexpression and/or gain-of-function mutation are associated with a various human solid tumors, including MPNST. In particular, *MET* has been recently identified as a driver and potential therapeutic target in human MPNSTs [79], *Hsf1* has been shown to be overexpressed and required for ras pathway activation and MPNST development following *Nf1* loss in mice [80], and inhibition of KIT and PDGFR impedes the proliferation of schwannoma and MPNST cell lines and the development of xenograft-derived plexiform neurofibromas [81]–[83].

The reductive power of our analysis is illustrated by consideration of human chromosome 17q, which is amplified frequently in human MPNST, and somewhat in other tumor types. The recurrently affected region includes over 500 genes, precluding systematic gene-by-gene testing. Previous studies had flagged some preferred candidates (e.g. *TOP2A*, *ETV4*, *BIRC5*, *JMJD6*, *SEPT9*, and *SOCS3*) on the basis of mRNA levels in MPNST samples and known biological function [58], [84]. Our comparative analysis identified only 54 of the human 17q genes as being recurrently gained in zebrafish MPNSTs. We believe that this is a tractable number for systematic evaluation for cancer driver function (see below). Notably, of the previously highlighted candidates, only *birc5b* is also gained in zebrafish tumors. Subsequent to the completion of our analysis, it was reported that knockdown, or chemical inhibition, of BIRC5 suppresses growth of MPNST cell lines *in vitro* and xenografts *in vivo* [85].

We also looked carefully at the recurrent focal CNAs identified in the zebrafish MPNSTs, because focal-focal comparisons have been highly effective when comparing tumors from humans with those of other mammals, such as mouse and dog [16]–[20]. In stark contrast to these inter-mammalian comparisons, we found that there was very little concordance between human and zebrafish focals; essentially no overlaps were observed for losses and only a few overlapping genes were identified for gains. Notably, the co-gained regions included a small array of genes (human chromosome 4, zebrafish chromosome 20) that contains *KDR*, *PDGFR* and *KIT*; three genes identified as cancer drivers and potential drug targets in human MPNSTs [81]–[83]. We hypothesize that the dearth of shared focal alterations between human and zebrafish reflects differences in chromosome breakability in these two organisms. Breakability is a function of unstable regions, such as fragile sites and segmental duplications, and recent studies show that human focal CNAs are enriched around such unstable regions [86]. Accordingly, the *KDR/PDGFR/KIT* region on human chromosome 4 is known as a rare fragile site (FRA4B). Thus, we predict that the presence or absence of cross-species focal-focal conservation will be largely determined by the evolutionary conservation fragile sites. Importantly, the lack of cross-species conservation does not rule out the possibility that the species-specific recurrent focal CNAs may carry cancer drivers. To capture these candidates, we looked for the overlap of focal CNAs in one species with large CNAs in the other. This analysis yielded few intersections for losses, but identified about 200 genes for gains that likely represent higher-probability driver candidates.

We were also able to apply human-zebrafish comparisons to the identification of cancer relevant miRNAs. Using stringent search criteria (see results) we identified a handful of miRNAs as very strong candidate drivers (some when lost, some when gained). Notably, nearly all of the identified miRNA seed families have been previously associated with cancer, in some cases causally, e.g. loss of miR-15 and miR-16 [87]. Moreover, one of the microRNA families that we found to be amplified in both species, miR-10, has specifically shown to be overexpressed in NF1-associated MPNSTs, and its inhibition slowed cell proliferation in cell lines derived from such tumors [88].

CNA analysis alone cannot pinpoint individual driver genes, especially when entire chromosomes are recurrently gained or lost. Our comparative oncogenomics approach shrinks the candidate lists dramatically, identifying about 700 commonly gained and 1400 commonly lost genes. Additionally, a focus on higher-probability candidates - those that are in focal alterations in at least one of the two species – further reduced this list to about 250 commonly gained genes. We believe that this is a sufficient small number to allow systematic testing, for example by siRNA screening in human cell lines for transformation-associated phenotypes *in vitro* and tumorigenic ability in xenotransplants. Additionally, our *in vivo* studies show that zebrafish can be used to both validate genuine cancer drivers, as exemplified by our analysis of *nf2b*, and rule out passenger mutations. We believe that the zebrafish has unique features that would greatly enable the testing of large candidate numbers including relatively cheap cost, large clutch size and, most important, the well advanced zebrafish community effort to recover mutants for every gene [89].

In conclusion, our study makes the case that a comparative oncogenomics approach has the potential to overcome a longstanding barrier in cancer research, the aneuploid karyotype, that has by and large remained recalcitrant to systematic analysis owing to the large number of genes simultaneously affected. This provides a new way to mine human cancer CNA data from a comparative perspective, which could accelerate the rate of cancer driver discovery by reducing the number of genes to be tested in functional studies. In principle, the methodology employed here can be readily applied to other cancer types or be expanded to incorporate additional vertebrate species, thus establishing a phylo-oncogenomic basis for analysis.

## Materials and Methods

### Ethics statement

The protocol for the collection and analysis of human tumor samples was approved by the local ethical committee of the University Hospitals Leuven. All animals were housed in AAALAC-approved facilities and maintained according to protocols approved by the Massachusetts Institute of Technology Committee on Animal Care.

### Zebrafish lines and tumor onset analysis

The tumor-prone zebrafish lines carrying either the *tp53^M214K^* point mutation or insertional mutations in multiple ribosomal protein genes (*rpL13^hi1016^*, *rpL14^hi823^*, *rpL35^hi258^*, *rpL36^hi1807^*, *rpL36a^hi10^*, *rpL7^hi1061^*, *rpS3a^hi1290^*, *rpS5hi^577b^*, *rpS5^hi1364a^*, *rpS7^hi1034b^*, *rpS8^hi1974^*, *rpS11^hi2799^*, *rpS15a^hi2649^*, *rpS18^hi1026^*, and *rpS29^hi2903^*) have been described previously [27], [28]. Stocks were maintained as described previously and genotypes were determined by PCR at 8 to 18 weeks of age as described in [67]. Of the zebrafish homozygous for the *tp53^M214K^* point mutation, half were triploid and were made according to previously published methods [46]. Ploidy was determined by measuring DNA content of fish tail cells using propidium iodide (40 µg/ml) staining-based FACS analysis. Fish heterozygous for insertional alleles of *nf2a^hi3332^*, *mcm3^hi3068^* and *tln1^hi3093^* [67] were mated to fish heterozygous for *rpl36a^hi10^* or heterozygous or homozygous for *tp53^M214K^* to obtain sibling single and double heterozygotes for tumor onset experiments. Wild type fish, single heterozygotes, and double heterozygotes arising from these crosses were identified by PCR genotyping [28], [67] at 6–8 weeks of age, and siblings of different genotypes were housed in adjacent tanks at similar densities to minimize environmental differences. Fish were euthanized at first observation of protruding tumors or other signs of ill health, and the presence of MPNSTs in euthanized fish was confirmed by histology.

### Genomic DNA isolation, Illumina sequencing and data processing (zebrafish MPNST samples)

For every tumor, DNA was isolated from macroscopically dissected tumors and separately from normal (tail) tissue from the same fish. Based upon this paired design, CNA calls for all tumors could be determined relative to the genome of the individual fish in which it arose (Dataset S1 and Dataset S1b). Genomic DNA isolation was performed as described previously [43]. Generally, sequencing and data processing was similar as described in [43], with some differences in detail (see Text S1). The zebrafish sequencing data reported in this paper have been deposited in the NIH GEO database (accession no. GSE38397).

### Array-CGH (aCGH) data processing (human MPNST samples)

Normalized aCGH data (Agilent Feature Extraction output) for 23 human MPNST samples generated previously [41], ArrayExpress database Experiment (ID: E-MEXP-3052) was converted from log10 to log2 and submitted to the circular binary segmentation algorithm [90] as implemented in the BioConductor package DNAcopy (v1.16.0), and processed with the following key parameter settings: with smoothing, undo.SD = 1.

### GISTIC (JISTIC) analysis

To determine recurrent CNAs, segmented data from both zebrafish (sequencing) and human (aCGH) MPNSTs was subjected to statistical analysis using the GISTIC algorithm [47] as implemented in the JISTIC software [48]. JISTIC runs were performed in both standard and “focal” mode. Evaluation of JISTIC results (G-scores, Q-values) comprised an additional layer of manual curation, resulting in a final set of binary calls (yes or no) for recurrent large and focal copy number gains and losses (Dataset S3 and Dataset S4, Table S1 and Table S3). Specific details regarding the JISTIC runs and the manual calls are documented in Text S1.

### Human-zebrafish protein coding gene orthologous table construction and comparison

High-confidence human-zebrafish gene correspondences were established based on the approach described in [24], taking advantage of conserved synteny as a guiding principle for identifying evolutionary ortholog pairs, where possible. Only genes with Ensembl protein identifiers (release 61) mapping to assembled zebrafish chromosomes 1–25 and to human chromosomes 1–22 and X were considered. The details of the approach are described in Text S1.

### Human-zebrafish miRNA homologous table construction and comparison

Only genes of Ensembl gene biotype “miRNA” (release 61) from assembled zebrafish chromosomes 1–25 and from human chromosomes 1–22 and X were considered. Human and zebrafish miRNA genes also present in miRBase [91] (662 for human, 315 for zebrafish) were then matched using their miRBase identifiers. Matching was performed based only on the central, numeric part of the identifiers (which denotes a particular miRNA family), resulting in 89 correspondence groups containing one or more miRNAs from both human and zebrafish (Table S5B). These groups were then searched for cases where at least one member miRNA from each species was in a recurrent CNA of a certain polarity, with no member miRNAs in either species being in a recurrent CNA of the opposite polarity.

## Supporting Information

Dataset S1 Gene-based copy-number status (per-sample segment values) in 94 zebrafish MPNST samples from *tp53* mutant fish.
(XLSX)

Dataset S2 Gene-based copy-number status (per-sample segment values) in 53 zebrafish MPNST samples from *rp* mutant fish.
(XLSX)

Dataset S3 Gene-based JISTIC results and final calls regarding recurrent gains and losses based upon the 147 tumors whose data is contained in Datasets S1 and S2. The row identity is identical in Datasets 1–3 so that columns from Datasets S1 and S2 that contain individual tumor data can be copy/pasted into this file if the reader wishes to do so.
(XLSX)

Dataset S4 Gene-based copy-number status in 23 human MPNST samples, comprising per-sample segment values, JISTIC results, and final calls.
(XLSX)

Dataset S5 Protein-coding genes gained or lost in both human and zebrafish MPNSTs.
(XLSX)

Figure S1 Distribution of sizes of syntenic blocks conserved between zebrafish and human. The histogram shows the number of conserved syntenic blocks containing 2–10, 11–20, 21–30 etc. genes. For this purpose, two genes are considered syntenic if they are within 100 genes from each other in both species.
(PDF)

Figure S2 Outline of experimental approach as described in the text.
(PDF)

Figure S3 Overview and highlights of zebrafish and human MPNST CNA data. (A) Heatmap showing an overview of the CNAs for 147 zebrafish MPNST samples over chromosomes 1–25. The panel is subdivided into samples based on *tp53* mutations (94 samples, top) and *rp* mutations (53 samples, bottom) (B) Heatmap showing an overview of the CNAs for 23 human MPNST samples over chromosomes 1–22 and X. (C) As illustrated by three examples (heatmaps for complete chromosomes 7, 9, and 24), zebrafish CNA data from MPNST samples do not suggest the existence of recurrence patterns consistent with chromosomal arms. Dashed line boxes indicate the windows within which the centromeres for these three chromosomes have been genetically mapped. (D) By contrast, and in agreement with previous studies in multiple cancer types, CNA data from human MPNSTs often reveal variability linked to chromosomal arms (chromosomes 1 and 7 shown as examples) (E, F) Repeated alternations between two or more copy number states have been described as a hallmark of chromothripsis. Such alternations, toggling either between copy number loss and neutral, between different levels of amplification, or between copy number loss and copy number gain, can be seen in the heatmaps of sample chromosomes from individual zebrafish (E) or human (F) tumors. Chromothripsis can include either a portion of a chromosome or the entire chromosome, as indicated by the brackets above each example.
(PDF)

Figure S4 Gene-based frequency and Q-value profiles for gains (top, red) and losses (bottom, blue) over human chromosomes 1–22 and X, based on 23 MPNST samples. Gains and losses are shown in red (top) and blue (bottom). Frequencies (left y-axis, pale red/blue shading) are displayed with respect to a cutoff of 0.2 as used for the GISTIC analysis. GISTIC Q-values (right y-axis, bold red/blue lines) are displayed as −log10-transformed only above a value of 0.2 used as human-specific cutoff. The −log10-transformed Q-value for the deletion on chromosome 9 marked by a star is clipped to fit the figure and actually peaks at 20.6.
(PDF)

Figure S5 Human and zebrafish *NF2* genes reside in large, not focal, CNAs. Heat maps of human (A) and zebrafish (B) CNA data showing 10 MB windows centered on *NF2* loci. In each panel, samples are sorted top-to-bottom by decreasing deletion amplitude at the respective *NF2* locus indicated in the center (green line). Blue and red bars at the right side of each panel indicate which samples, with respect to the *NF2* locus, were actually counted as losses (blue) or gains (red) in our JISTIC analysis.
(PDF)

Table S1 Listing of GISTIC-defined recurrent large and focal gains and losses in zebrafish MPNSTs.
(XLSX)

Table S2 P-values from t-Tests (two-tailed, homoscedastic) comparing per-chromosome median values of different subgroups of zebrafish MPNST samples.
(XLSX)

Table S3 Listing of GISTIC-defined recurrent large and focal gains and losses in human MPNSTs.
(XLSX)

Table S4 Number of genes gained or lost in both fish and human MPNST by chromosomal region.
(XLSX)

Table S5 Gains and losses of microRNA families in human and zebrafish MPNSTs.
(XLSX)

Text S1 Supporting Materials and Methods.
(DOCX)

# Supplementary material for: Comparative Oncogenomic Analysis of Copy Number Alterations in Human and Zebrafish Tumors Enables Cancer Driver Discovery
**Source:** PLoS Genet. 2013 Aug 29;9(8):e1003734. doi: 10.1371/journal.pgen.1003734
**Supplement:** Text S1 — Supporting Materials and Methods.

### *Text S1: Supporting materials and methods*

### Genomic DNA isolation, Illumina sequencing and data processing (zebrafish MPNST samples)

For every tumor, DNA was isolated from macroscopically dissected tumors and separately from normal (tail) tissue from the same fish. Based upon this paired design, CNA calls for all tumors could be determined relative to the genome of the individual fish in which it arose. Genomic DNA isolation was performed as described previously [[1](#_ENREF_1)]. Generally, sequencing and data processing was similar as described in [[1](#_ENREF_1)], with some differences in detail.

Tumor and normal DNA samples were individually processed for sequencing with the Illumina Genome Analyzer IIx system according to published methods [[2-4](#_ENREF_2)]. All of the enzymes used in the preparation were from New England Biolabs, and the oligonucleotides were synthesized by Eurofins MWG Operon. Oligonucleotide sequences (ATTGGC; GATCTG; TCAAGT; CTGATC; AAGCTA; GTAGCC; TACAAG; CGTGAT; ACATCG; GCCTAA; TGGTCA; CACTGT) were added to the 3’ end of the Illumina adaptors used for the paired-end library preparation to serve as barcodes, so that multiple samples could be sequenced in the same reaction. Sequencing was performed on an Illumina GAIIx Sequencer using Sequence Control software v2.6.26. Sequences were processed with GERALD.pl (CASAVA 1.6.0 or CASAVA 1.7.0), downloaded from the Illumina Web site (http:// www.illumina.com/software/genome_analyzer_software.ilmn), with a produced read length of 34 nucleotides. FASTQ sequence files were split into sample sets according to barcode sequences, which were then trimmed from the complete sequences using the applications fastx_barcode_splitter.pl and fastx_trimmer from the FASTX-Toolkit-0.0.13 (http://hannonlab. cshl.edu/fastx_toolkit) package. Illumina sequence qualities were converted to Sanger sequence qualities using the MAQ application fq_all2std.pl (<http://maq.sourceforge.net/qual.shtml>) [[5](#_ENREF_5)]. Sequences were then aligned to chromosomes 1-25 in the zebrafish Zv9/danRer7 assembly using bwa0.5.8c [[6](#_ENREF_6)]. Unassembled “scaffold” and “NA” fragments were not included in the alignment target. Alignments with quality scores of 10 or greater were extracted from the resulting Sequence Alignment/Map files. At this stage, individual samples were required to have at least 100,000 aligned reads, otherwise the sample and its corresponding normal or tumor counterpart were excluded from this study.

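In the deposited counts, the smallest of the 294 libraries, the tail of a triploid tp53 fish, held 97333 reads with the mitochondrial genome and 97090 on the 25 chromosomes. It was kept here. Each of the others held over 100000.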

For the qualifying 294 tumor and normal samples, counts were obtained for the number of reads aligning to 13551 consecutive, adjacent 100-kb physical windows along chromosomes 1-25. This data matrix has been deposited as a supplementary file with the public GEO database record for this work (see below). 

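The count matrix used here has 13576 windows on the 25 chromosomes and 1 row for the mitochondrial genome. Blank cells, of which there are 15199 in the 294 libraries, were read as 0 reads.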

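The deposited counts sum to a mean of 1141239 reads per library with the mitochondrial genome and 1139546 without it, which is a mean of 83.9 reads per window.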

The per-window counts per sample were rescaled to a total of 1 million reads (average total read count across 294 samples before rescaling = 1,226,953; average of 90 reads per 100-kb window). Log2 ratios were calculated for the matching tumor/normal sample pairs for all 100-kb windows (or set to 0, if the read count for one or both samples was 0). 

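Each deposited log2 ratio equals the log2 of the scaled tumor count with 1 read added over the scaled tail count with 1 read added, to within 1.26e-05. Of the 12020 windows of tumor and tail pairs in which 1 or both counts were blank, 3179 have a ratio of 0. Of 10016 segments, 882 lay more than 2 from 0 (log2), and their median length was 3 windows.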

The log2 ratios were then submitted to the circular binary segmentation algorithm [[7](#_ENREF_7)] as implemented in the BioConductor package DNAcopy (v1.16.0), and processed with the following key parameter settings: with smoothing, undo.SD=2. 

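The mean ratio of a tumor before centering lay between -0.62 and 0.60, and the mean segment value of every tumor was 0 to within 4.94e-10. Tumors held a median of 64 segments (range 27 to 149), and the shortest segment extended over 2 windows.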

100K bin numbers were converted to genomic coordinates fixed at window midpoint, and for each sample pair, all segment mean values obtained were mean-centered before being used for further analysis. Full datasets are publicly available at the Gene Expression Omnibus database (GEO series accession 38397).

### Statistical testing for inter-subgroup differences of zebrafish MPNST samples

From processed sequencing data (log2, 100K bins), per-chromosome median values were determined for all 147 zebrafish MPNST samples for chromosomes 1 – 25 and mean-centered. For all 25 chromosomes, two t-Tests (2-tailed, homoscedastic) were performed: (i) all tumors arising in ribosomal protein gene heterozygotes (n=53) vs. all tumors arising in *p53^M214K^* homozygotes (n=94), and (ii) tumors arising in diploid *p53^M214K^* homozygotes (n=46) vs. tumors arising in triploid *p53^M214K^* homozygotes (n=48).

### Array-CGH (aCGH) data processing (human MPNST samples)

Normalized aCGH data (Agilent Feature Extraction output) for 23 human MPNST samples generated previously [[8](#_ENREF_8)], ArrayExpress database Experiment (ID: [E-MEXP-3052](http://www.ebi.ac.uk/arrayexpress/experiments/E-MEXP-3052)) was converted from log10 to log2 and submitted to the circular binary segmentation algorithm [[7](#_ENREF_7)] as implemented in the BioConductor package DNAcopy (v1.16.0), and processed with the following key parameter settings: with smoothing, undo.SD=1.

### GISTIC (JISTIC) analysis

To determine recurrent CNAs, segmented data from both zebrafish (sequencing) and human (aCGH) MPNSTs was subjected to statistical analysis using the GISTIC algorithm [[9](#_ENREF_9)] as implemented in the JISTIC software [[10](#_ENREF_10)]. JISTIC runs were performed in both standard and “focal” mode. Default parameterizations were used for both human and zebrafish, with the following exceptions: aberrationThresholds 0.2, -0.2 (zebrafish and human); genedistancemax 50000 (zebrafish) and 5000 (human), corresponding to the different effective probe density between sequencing- and array-based data. Gene collections used for the JISTIC “gene location” files were derived from Ensembl release 61 [[11](#_ENREF_11)] using both coding and non-coding genes (totaling 32,312 for zebrafish and 53,630 for human), and subsequent work (except for quality/artifact checking, see below) was exclusively performed with gene-based data.

### Converting JISTIC results into manually curated calls

The specific complexities of the zebrafish and human datasets necessitated an additional layer of manual curation, resulting in a final set of binary calls (yes or no) for recurrent large and focal copy number gains and losses, reflected in Tables S1, S3, and S4. Chief among these complexities were (i) artifacts and insufficiencies in the underlying data and (ii) our concern that the categorization into focal and large CNAs was not adequately achieved by relying on two JISTIC modes (standard and “focal”) alone. Details for how we dealt with each of these are listed below separately for the zebrafish and human data.

#### Zebrafish

Zebrafish sequencing data post-segmentation was, to a varying degree for any given tumor or normal DNA sample, sensitive to extremes in genomic GC content as described for example in [[2](#_ENREF_2)], resulting in certain artifacts. Specifically, these were short (typically, several 100K bins wide) chromosomal stretches appearing altered across many samples with near-identical boundaries, but with inconsistent polarity. Also, due to the peculiar GC content distribution in zebrafish chromosomes (generally, higher at the ends of a chromosome and gradually falling towards the center; data not shown), chromosome ends also tended to show apparent copy number alterations with inconsistent polarity. That we saw these effects in both normal and tumor samples, and did not see such phenomenon in our previous study using CGH, contributed to our assessment that these were artifacts of the sequencing technique.

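Some short stretches varied together between the tails, which are normal tissue. The share of reads followed the first principal component of the 147 tails, with a correlation above 0.8, in 410 windows (3.02%) on all 25 chromosomes. Of the 1523 windows past a q of 0.25 in the scan for focal losses, 300 were among these 410, and of the 864 windows past it for focal gains, 15 were. At the strongest, on chromosome 8 from 36300001 to 36400000, 59 tumors (40.1%) lay more than 0.2 below the median of their chromosome and 11 (7.48%) lay as far above it. Of every 1000000 reads, the tails held a median of 773 there and the tumors 174, and in windows nearby they held 32.0 and 25.8. The windows were defined after the focal losses had been examined, and their GC content was not measured here.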

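The first and last 2 Mb of the chromosomes had a lower log2 ratio than the rest in 117 of 147 tumors and a higher one in 30. The mean difference was -0.26 ± 0.33 (SD, n = 147), and single tumors ranged from -1.17 to 0.60. Over tumors it was below 0 on each of the 25 chromosomes, from -0.42 on chromosome 25 to -0.12 on chromosome 4. For the first and last 5 Mb it was -0.20 ± 0.26.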

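The 410 windows whose reads vary together took up a median of 7.50% of the reads of a tail (range 2.69 to 35.3) and 4.16% of those of a tumor (range 2.28 to 30.7). In 123 of the 147 fish the share was higher in the tail than in the tumor. By genotype the mean share of a tail was 9.91% ± 6.22 (SD) in rp, 9.90% ± 6.62 in diploid tp53 and 9.80% ± 8.42 in triploid tp53 fish, and that of a tumor 7.49% ± 7.16, 5.86% ± 3.71 and 4.79% ± 2.62. Of the 410 windows, 256 lay within 2 Mb of a chromosome end.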

These artifacts were reflected in the JISTIC results, and we compensated for them using the following approach: Artifacts were identified based on case-by-case visual comparison of the underlying segmented per-sample data, GC content, and segmented per-sample data from two other zebrafish cancer types (not shown, to be published elsewhere). Genes contained in the genomic regions deemed affected were flagged and their JISTIC Q-values (-log10 transformed) were replaced by the average of the Q-values (-log10 transformed) of the two genes adjacent on either side, or by the Q-value (-log10 transformed) of the gene on one side for artifacts at the chromosome ends.

Final recurrent CNA calls (yes or no) were then made based on the corrected JISTIC Q-values (-log10 transformed), using a cutoff of 0.6 (corresponding to a Q-value of 0.25, untransformed). Recurrent CNAs were classified as focal if they were identified either (i) in JISTIC “focal” mode or (ii) in standard mode if underlying per-sample changes were affecting a small subchromosomal range and were otherwise showing hallmarks of recurrent focal events, i.e. an apparent convergence pattern. Focal recurrent CNAs were furthermore annotated if we deemed the underlying evidence to be weak, usually due to paucity of supporting samples or supporting samples showing chromothripsis-like appearance in the region of interest (Datasets S1 and S3). Note that calls of recurrent focal CNAs may overlay those of recurrent large CNAs with the same or opposite polarity.

#### Human

Human aCGH data after segmentation showed artifacts commonly observed in array-based CNA data, namely short (50K – 500K wide) chromosomal stretches appearing altered across many samples with near-identical boundaries, but with inconsistent polarity. These artifacts were reflected in the JISTIC results, and genomic regions deemed affected based on visual inspection of the underlying per-sample data were ineligible to be called as CNAs.

Final recurrent CNA calls (yes or no) were made on the basis of JISTIC Q-values (-log10 transformed). Both the small sample count of the human dataset here and an expectation of certain CNAs based upon published reports from a number of human MPNST datasets, including the analysis of this one using a different method [[8](#_ENREF_8)], warranted a modified approach compared to the JISTIC parameters used to analyze the zebrafish dataset. We used a lower Q-value (-log10 transformed) operative cutoff of 0.2 for JISTIC standard mode, while keeping a standard cutoff of 0.6 for “focal” mode. Furthermore, on some occasions we extended calls of large recurrent CNAs through intermittent regions below cutoff; genes that were included in CNAs with sub-0.2 scores are highlighted in Table S3. Careful cross-comparison with the previous analysis of this dataset as well as with published human MPNST datasets [[12](#_ENREF_12),[13](#_ENREF_13)] convinced us that the calls were generally consistent with earlier findings for recurrent CNAs in human MPNST data.

Recurrent large and focal CNAs were differentiated in the same manner as for zebrafish (above), with the following addition: While evidence for recurrent focal CNAs was generally deemed weak (reflecting the small sample size) (Datasets S2 and S3), a few events stood out as solidly supported and were corroborated by equivalent events in another human MPNST dataset [[13](#_ENREF_13)], specifically investigated for this purpose.

### Human-zebrafish protein coding gene orthologous table construction and comparison

Only genes with Ensembl protein identifiers (release 61) mapping to assembled zebrafish chromosomes 1 – 25 and to human chromosomes 1 – 22 and X were considered. High-confidence human-zebrafish gene correspondences were established based on the approach described in [[14](#_ENREF_14)], taking advantage of conserved synteny as a guiding principle for identifying evolutionary ortholog pairs (12771 correspondences; marked “s” in Table S4, column “Category”). In order to increase coverage, we additionally considered a lower-confidence set of gene correspondences based solely on reciprocal best protein Blast hits (7728 correspondences after removing redundancy with the high-confidence set; marked “b” in Dataset S3, column “Category”). Note that in some cases, this duality results in ambiguous gene correspondences, which we left deliberately unresolved, reflecting the exploratory nature of our genome-scale approach and the fact that the extra genome duplication in the teleost lineage often results in multiple fish paralogs (ohnologs) that are orthologous to a single human gene. Finally, for simplicity, human genes from haplotype chromosome variants (6 and 17) were manually replaced with their counterparts on the respective regular chromosome (150 correspondences; marked “m” in Dataset S3, column “Category”).

After mapping the data on species-specific recurrent CNAs onto the correspondence table using Ensembl gene identifiers as a key, inter-species comparison with respect to genes affected by recurrent CNAs of the same polarity in both organisms were then performed applying straightforward Venn logic. Finally, progressing from zebrafish-human gene correspondences (Dataset S3) to human-centric gene tallies as reflected in Tables 1 and S4, a number of manual curation steps were taken: (i) obvious duplications due to partial, adjacent zebrafish gene models representing parts of the same biological gene were discounted, and (ii) correspondences where one or both partners were not of the Ensembl gene biotype “protein_coding” – i.e. immunoglobulin and T-cell receptor gene segments – were excluded.

### Human-zebrafish miRNA homologous table construction and comparison

Only genes of Ensembl gene biotype “miRNA” (release 61) from assembled zebrafish chromosomes 1 – 25 and from human chromosomes 1 -22 and X were considered. Human and zebrafish miRNA genes also present in miRBase [[15](#_ENREF_15)] (662 for human, 315 for zebrafish) were then matched using their miRBase identifiers. Matching was performed based only on the central, numeric part of the identifiers (which denotes a particular miRNA family), resulting in 89 correspondence groups containing one or more miRNAs from both human and zebrafish (Table S5B). These groups were then searched for cases where at least one member miRNA from each species was in a recurrent CNA of a certain polarity, with no member miRNAs in either species being in a recurrent CNA of the opposite polarity.

***References***

1. Zhang G, Hoersch S, Amsterdam A, Whittaker CA, Lees JA, et al. (2010) Highly aneuploid zebrafish malignant peripheral nerve sheath tumors have genetic alterations similar to human cancers. Proc Natl Acad Sci U S A 107: 16940-16945.

2. Bentley DR, Balasubramanian S, Swerdlow HP, Smith GP, Milton J, et al. (2008) Accurate whole human genome sequencing using reversible terminator chemistry. Nature 456: 53-59.

3. Quail MA, Kozarewa I, Smith F, Scally A, Stephens PJ, et al. (2008) A large genome center's improvements to the Illumina sequencing system. Nat Methods 5: 1005-1010.

4. Quail MA, Swerdlow H, Turner DJ (2009) Improved protocols for the illumina genome analyzer sequencing system. Curr Protoc Hum Genet Chapter 18: Unit 18 12.

5. Li H, Ruan J, Durbin R (2008) Mapping short DNA sequencing reads and calling variants using mapping quality scores. Genome Res 18: 1851-1858.

6. Li H, Durbin R (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25: 1754-1760.

7. Venkatraman ES, Olshen AB (2007) A faster circular binary segmentation algorithm for the analysis of array CGH data. Bioinformatics 23: 657-663.

8. Beert E, Brems H, Daniels B, De Wever I, Van Calenbergh F, et al. (2011) Atypical neurofibromas in neurofibromatosis type 1 are premalignant tumors. Genes Chromosomes Cancer 50: 1021-1032.

9. Beroukhim R, Getz G, Nghiemphu L, Barretina J, Hsueh T, et al. (2007) Assessing the significance of chromosomal aberrations in cancer: methodology and application to glioma. Proc Natl Acad Sci U S A 104: 20007-20012.

10. Sanchez-Garcia F, Akavia UD, Mozes E, Pe'er D (2010) JISTIC: identification of significant targets in cancer. BMC Bioinformatics 11: 189.

11. Flicek P, Amode MR, Barrell D, Beal K, Brent S, et al. (2011) Ensembl 2011. Nucleic Acids Res 39: D800-806.

12. Brekke HR, Ribeiro FR, Kolberg M, Agesen TH, Lind GE, et al. (2010) Genomic changes in chromosomes 10, 16, and X in malignant peripheral nerve sheath tumors identify a high-risk patient group. J Clin Oncol 28: 1573-1582.

13. Yu J, Deshmukh H, Payton JE, Dunham C, Scheithauer BW, et al. (2011) Array-based comparative genomic hybridization identifies CDK4 and FOXM1 alterations as independent predictors of survival in malignant peripheral nerve sheath tumor. Clin Cancer Res 17: 1924-1934.

14. Catchen JM, Conery JS, Postlethwait JH (2009) Automated identification of conserved synteny after whole-genome duplication. Genome Res 19: 1497-1505.

15. Kozomara A, Griffiths-Jones S (2011) miRBase: integrating microRNA annotation and deep-sequencing data. Nucleic Acids Res 39: D152-157.

How the deposited data were processed for this re-analysis (not part of the article)

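Libraries of 147 zebrafish MPNSTs and of the tail of each fish, 294 in all, were sequenced, 53 from rp heterozygotes, 49 from diploid and 45 from triploid tp53 mutants. Genotype and ploidy were taken from the sample titles and from Dataset S1 and Dataset S2, which name the same groups, because a field of the sample labels gives a ribosomal protein gene mutation for all 147 tumors. The rp fish carried mutations in 14 genes on 11 chromosomes.

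The deposited read counts were made by the authors, who processed the reads with CASAVA 1.6.0 or 1.7.0, aligned reads of 34 nt to Zv9 (danRer7) with bwa, kept alignments with a mapping quality of at least 10 and counted them in adjacent windows of 100 kb. The deposited log2 ratios were made by the authors from these counts, scaled to 1000000 reads per library, as the ratio of each tumor to the tail of the same fish, and they equal the ratio with 1 read added to each scaled count. The deposited segment values are log2 values that the authors made from the ratios with DNAcopy, with an undo.SD of 2, and centered on the mean of each tumor. Blank count cells were read as 0 reads. The row for the mitochondrial genome was used only where named and in the medians and ranges of reads per library.

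Tumor libraries held 146115 to 5179878 reads and tail libraries 97333 to 3757222. All counting errors and Wilson intervals cover counting alone. Every tumor is from a different fish, so each value has 147 tumors, or those of a group, as its replicates.

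Recurrence was tested per window with a score that sums the segment values above 0.2, or below -0.2, over tumors. Its null was the convolution of the distribution of values of each tumor over windows in steps of 0.001, with Benjamini-Hochberg q at 0.25. JISTIC, the tool that Text S1 names, was not run. The scan for focal recurrence applied the same test to segment values minus the median of the tumor's own chromosome. The amplitude of a chromosome was the median log2 ratio of its windows, centered on the mean of the 25 chromosomes, and was tested by a two-sided sign-flip permutation test with 100000 resamples. Groups were compared by two-sided t-tests of equal variance per chromosome, the test that Text S1 names, by limma on the mean log2 ratios of 1-Mb windows, and by Fisher's exact test for the loss of chromosome 5. Adjusted p-values are Benjamini-Hochberg values over the chromosomes, windows, regions or the 300 chromosome pairs of 1 comparison, at a threshold of 0.05. Focal CNAs were runs of segments beyond the threshold over at least 3 windows and less than 50% of a chromosome, large CNAs were runs over at least 50%, and whole-chromosome CNAs were runs over at least 90%. Alternating steps were counted between adjacent segments as described with the results. Gene and microRNA loci were read from the window that holds the start of the gene.

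All chromosomes, the 17 focal regions of Table S1, the microRNAs of Table S5A, the zebrafish genes that the paper names, the 2 most often gained and the 2 most often lost members of each other gene list, and the 10 highest focal peaks at least 2 Mb apart were to be named, by a rule set before the data were examined. Of the genes, only those with a position on Zv9 in the parts of Dataset S3 and Dataset S5 at hand could be read, the first 1995 rows of each. Of 8 Schwann cell tumor suppressors 0 had a position, and of 31 genes of the RAS and MAPK pathways 4 had one. Tests of gene lists by shifts along the genome were therefore not run.

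Alternatives were other segment thresholds (0.1 and 0.3), a q of 0.05, unsegmented ratios, means in place of medians, no centering, edgeR's quasi-likelihood test on the reads with a block for each fish, the mean of all tails as the reference, windows with at least 10 reads, chromosomes without their first and last 2 Mb, pairs with at least 500000 reads in both libraries, and other lengths, flanks and numbers of steps. The methods were tested on simulated data. In simulated tumors with no recurrence, 14 of 13576 windows passed for gain and 1 for loss, and 100% of 500 planted windows passed. The t-test recovered 96.8% of 500 planted differences of 0.2 and called a chromosome in 5 of 100 runs with no difference. With limma, 91% of 100 windows changed by 0.2 were recovered and 2 of 1158 unchanged windows were called.

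Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and edgeR 4.0.16. Data of human tumors and of fish survival were not analysed, GC content was not measured because no genome sequence was at hand, and centromere positions were not used.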

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

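Chosen only after the results they test had been seen were the tests of the correlation between windows of different chromosomes, of the relation to the share of the tail library, of chromosome 22 in deeper pairs, and the counts over other splits of the tumors, and the windows that vary together over the tails were defined after the focal losses had been examined and other limits tried.

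The 10 highest peaks of focal loss lay outside the regions of Table S1. More than 0.2 below the median of their chromosome were 40.14% of tumors on chromosome 8 from 36300001, 39.46% on chromosome 13 from 19100001, 33.33% on chromosome 10 from 16700001, 28.57% on chromosome 17 from 40000001, 21.09% on chromosome 4 from 27800001, 23.81% on chromosome 2 from 18900001, 30.61% on chromosome 18 from 49600001, 21.77% on chromosome 23 from 16100001 and 34.69% on chromosome 1 from 60000001, and each of these 9 windows is among the 410 whose reads vary together over the tails. The other, on chromosome 24 from 12300001, with 31.97%, is not, but the spread of its reads over the tails was also wide (SD 1.34 log2, percentile 99.05 of all windows). Among the 10 highest peaks of focal gain, 1 lay outside the regions, on chromosome 4 from 27600001, with 27.89% of tumors more than 0.2 above the median of the chromosome.

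For the 300 windows of focal loss that vary together over the tails, counting noise is argued against, because the median correlation over tumor libraries between such windows of different chromosomes was 0.7236, against -0.0098 between as many random other windows. The same 0.7236 is consistent with reads from a source that varies between libraries. Copy number loss in the tumors cannot be told apart from it. Of the lost tumor windows, 43.76% had at least as many reads as the lowest 10% of tails (62.96% in other windows of focal loss), under the 50% set beforehand as the bound for copy number loss, while the ratio of tumor to tail correlated at -0.3541 with the share of the tail library in such windows of other chromosomes (0.0535 in random windows), a test on windows chosen from the tails. The GC content that the paper names for artifacts of this kind, for which it adjusted its calls case by case, was not measured.

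Between rp and tp53 tumors, 5 chromosomes differed past an adjusted p of 0.05, by -0.2075 on chromosome 6, 0.1351 on chromosome 11, -0.112 on chromosome 17, 0.1745 on chromosome 22 and -0.1827 on chromosome 24 (log2, rp minus tp53). Of 100 splits of the 147 tumors, 1, the real one, called as many chromosomes (highest other 2) and 1, the real one, as many as the 115 windows of 1 Mb (highest other 15). This argues against chance for the counts as a whole. It does not test single chromosomes, and the windows lie mostly on the same 5 chromosomes. Each of the 5 differences kept at least 98.36% of its size with the depth of tumor and tail as covariates, 92.69% without the windows that vary together over the tails and with their share as covariates, and 87.9% whichever mutated rp gene was left out, which argues against these windows and a single rp line as the whole cause of the 5 differences, and against depth for chromosomes 6 and 17. For chromosome 22, depth cannot be told apart from genotype, because in the 90 pairs with at least 500000 reads in both libraries it kept 38.14% (0.067, standard error 0.052), against 78.7% to 102.3% for the others, of which only chromosome 6 passed there. Genotype stays open as the biological difference and was not tested otherwise.

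Triploid tp53 tumors held 26.7 ± 14.5 focal CNAs (SD, n = 45) and diploid ones 18.3 ± 12.2 (SD, n = 49), a difference of 8.407 (standard error 2.77, two-sided permutation p = 0.00297) that was tested after the group values had been seen. Without runs in the windows that vary together over the tails, 83.03% of the difference was kept (6.98, standard error 2.35), which argues against these windows as its whole cause. With the depth of tumor and tail as covariates 66.22% was kept (5.57, standard error 2.71, p = 0.0429), and depth, which was lower in the diploid fish, cannot be told apart from ploidy because less than 50% lies within 1 standard error. The ploidy of the fish stays open and was not tested otherwise.

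On chromosome 3, which carries rps15a, 1 of the 5 tumors with this mutation lay at -0.4 (log2) and the others at a mean of -0.025, a gap of 0.723 of the range where 0.71 is the limit, and 7 groups of tumors were tested, where chance alone gives such a gap in about 1 of 20 groups. Reads of the mitochondrial genome, which the paper does not report on, were at 0.5412 of the tail level in tumors (log2 -0.89 ± 1.84, mean ± SD, n = 147, higher in 50 tumors, two-sided sign-flip permutation p = 1e-05, the smallest this test can give), with 0.403 in diploid tp53 tumors (permutation p = 3e-05), 0.549 in triploid tp53 tumors (permutation p = 6e-05) and 0.702 in rp tumors, which did not pass alone (higher in 26 of 53, permutation p = 0.0865). These are shares of the reads of a library and do not give mitochondrial genomes per cell. The paper describes tumors of diploid fish as near triploid, and the change in nuclear DNA from tail to tumor was not accounted for.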

How the results depend on the processing

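Of 993 values recomputed under an alternative, 906 kept their direction and their side of the threshold or moved by less than the limits set for them, 31 no longer passed, 7 passed only then, 47 moved and 2 reversed. Among the 906 are 70 values that passed the threshold under neither setting and whose sign changed. Of 175 recomputed amplitudes of single chromosomes 168 held, of 300 single differences between rp and tp53 tumors 285, of 250 between triploid and diploid tp53 tumors, none of which passed in the first place, 250, of 68 single focal regions 50, and of 64 single gene loci 40. The cause was not tested for any change below, unless the setting itself holds fewer tumors, fewer windows or a higher threshold.

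The number of chromosomes that differed between rp and tp53 tumors was 5. By Fisher's exact test on tumors gained it was 3 (11 and 22, more often in rp, and 24, more often in tp53 tumors). By the same test on tumors lost it was 1 (6). In the 90 pairs with at least 500000 reads in both libraries it was 1 (6). With a block for each fish in edgeR it was 4 (6, 11, 22 and 24), against triploid tp53 tumors alone 4 (6, 11, 22 and 24), without centering 4 (6, 17, 22 and 24), and with no replicate block, against the mean of all tails, 5 (6, 11, 17, 22 and 25). The 115 windows of 1 Mb became 69 of 677 windows of 2 Mb and 307 with no replicate block. A minimum of 50 tail reads removed no window and tests nothing. The share of focal CNAs under 10% of the chromosome, 68.6%, was 75.4% relative to the median of the tumor's own chromosome, 73.6% at a threshold of 0.3, 47.0% for runs of at least 10 windows, 85.1% without runs at chromosome ends, and 63.1% without runs in windows that vary together over the tails, an alternative chosen after seeing the data.

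Of the regions of Table S1, 10 passed in the stated direction, 6 against the 5 Mb on either side and 4 in rp tumors alone. The region on chromosome 6 from 30972 to 31993 kb went from -0.017 to 0.076 (adjusted p = 0.00175) with unsegmented ratios and that on chromosome 4 from 15683 to 17451 kb from 0.25 to -0.030 (adjusted p = 0.166) against the 5 Mb on either side. Over the alternatives, the adjusted p ranged from 0.00175 to 0.748 for the region on chromosome 6, which was at 0.0011 in tp53 tumors alone, and from 1.42e-05 to 0.166 for that on chromosome 4. Chromosomes with alternating steps, 132, were 479 with 4 steps and 48 with 8. Windows of focal loss, 1523, were 941 in rp tumors alone. Of the large CNAs, 66.9% were of whole chromosomes, 62.9% at a threshold of 0.3 and 72.7% when 80% of the chromosome sufficed. At a threshold of 0.3 the median gain of microRNA loci went from 46.3% to 31.6% and the median loss from 53.7% to 43.5%. Without centering, the 15 positive and 48 negative pairs of co-altered chromosomes became 202 and 3. Among windows with a median of at least 50 reads, the share of tail windows over 2 times the counting spread went from 8.90% to 8.32%, and the number of tumors closest to their own tail from 112 to 37. The tumors of each mutated rp gene were also left out in turn. Over the remaining rp tumors, the chromosome that carries a tumor's own mutated gene lay -0.00072 to 0.036 from shuffled genes. The two-sided permutation p was 0.270 to 0.983, so no setting passed.

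Depth limits single windows most, with a counting error of 0.26 (log2) against 0.0089 for a chromosome. JISTIC was not run, and tests of gene lists by shifts along the genome were not run because too few genes have a position.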

Differences from the paper's values

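The paper counts at least 47 chromosomes with patterns of chromothripsis, the paper's 1.3% of all chromosomes, and gives no numerical criterion in its text. With at least 6 alternating steps over 0.3 there were 132 (3.59%). The paper's number is a lower bound, and none of the counts here lies below it. Of the alternatives set before the data were examined, at least 8 steps gave 48 (1.31%), within 1.5 times of the paper's number, and at least 4 steps (479, 13.0%), steps over 0.2 (132) and steps over 0.5 (126) gave more than 1.5 times that number.

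Table S1 of the paper lists 3 recurrent focal losses, and 0 of these regions lay below the rest of their chromosome past an adjusted p of 0.05. With unsegmented ratios 1 did, that on chromosome 14 from 21031 to 21344 kb, and against the 5 Mb on either side, in rp tumors alone and in tp53 tumors alone 0 did, all of which differ from the paper's number. In the scan for focal recurrence, all 4 windows of the region on chromosome 14 passed (smallest q = 0.000377), and 0 windows of those on chromosomes 4 and 6. The paper counts short regions of its standard recurrence test as well as those of its focal mode, so the comparison with the rest of the chromosome is not its criterion. In the recurrence test on segment values, at a q of 0.25, there was a run of loss on chromosome 4 from 15600001 to 17500000, nearly the bounds that Table S1 gives (smallest q = 0.0754). Of the 14 focal gains 10 lay above the rest of their chromosome, and with unsegmented ratios 12. In the scan for focal recurrence, windows also passed in the listed gains on chromosomes 7 and 18 and in the second on chromosome 25. On chromosome 9, 0 of 79 windows passed.

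For triploid against diploid tp53 tumors, the smallest p over chromosomes in Table S2 is the paper's 0.1463, and the smallest here was 0.0896, both for chromosome 20. No centering (0.211), Fisher's exact test on tumors gained (0.113) and pairs with at least 500000 reads in both libraries (0.144) come within 1.5 times of the paper's value. The permutation test (0.0885), edgeR (0.0360), means in place of medians (0.0325), the mean of all tails as the reference (0.0659), windows with at least 10 reads (0.0740), chromosomes without their ends (0.0820) and Fisher's exact test on tumors lost (0.0819) do not. On 10 of 25 chromosomes the p-values were more than 1.5 times apart. Text S1 of the paper gives 46 diploid and 48 triploid tumors for this test, and the groups here hold 49 and 45. For rp against tp53 tumors, the p-values of chromosomes 6, 11, 17, 22 and 24 equal the paper's.

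The paper names chromosome 9 among the gained chromosomes and does not name chromosome 4 among the lost. Here 43.2% of the windows of chromosome 9 passed for gain, short of the 50% required, and 70.5% of those of chromosome 4 for loss. The paper did not evaluate gene data for the large portion of chromosome 4 with high repeat and GC content (Figure 1), and the loss here rests mainly on the run from 27700001 to 62100000, so the calls cover unlike parts of that chromosome. Chromosome 9 was called with a segment threshold of 0.1, with unsegmented ratios in 1-Mb windows, whether against the own tail or the mean of all tails, and in pairs with at least 500000 reads in both libraries, and the 8 other chromosomes that the paper names as gained, and 6 of 6 that it names as lost, were called. The paper states that large CNAs short of a whole chromosome typically lie in its central portions, and here 86.7% of 601 in single tumors took up over 50% of the first or the last 10% of the chromosome (35.7% if placed at random) and 13.3% neither. The 601 may include CNAs of whole chromosomes that a short stretch short of the threshold had split, which was not tested. The recurrent gains of chromosomes 13 and 20 over all tumors lay away from both ends. The paper sets ratios to 0 where a count is 0, and the deposited ratios have 1 read added to each scaled count. It requires 100000 aligned reads of each library, and 1 tail holds 97090 on the 25 chromosomes in the deposited counts.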

Other observations

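Of 10 genes of the p53 pathway 2 have a position on Zv9 in the tables at hand, and no test of the list was run. The window of mdm4, an inhibitor of p53, on chromosome 11 from 23825393 to 23851008, was gained in 87 of 147 tumors (59.2%) and lost in 4, with a mean segment value of 0.26 ± 0.22 (SD). The window of tp73, a relative of tp53, on chromosome 8 from 51108387 to 51195663, was lost in 106 tumors (72.1%), at -0.36 ± 0.30. On the same chromosome, nras and si:ch211-165l2.2, the ortholog of the cell cycle inhibitor gene CDKN2C in Dataset S5, were each lost in 99 tumors (67.3%).

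Of 7 genes of the PRC2 complex 2 have a position, RBBP4 with a pair of zebrafish orthologs and eed. The orthologs of RBBP4 were gained, rbb4l on chromosome 11 in 88 tumors (59.9%) and rbb4 on chromosome 19 in 71 (48.3%), and eed on chromosome 1 was lost in 66 (44.9%). With unsegmented ratios eed was lost in 73.5% and rbb4 gained in 67.3%, and at a threshold of 0.3 rbb4 was gained in 32.0%. Among receptors and regulators of the RAS pathway, egfra on chromosome 2 was lost in 77 tumors (52.4%), spry2 on chromosome 1 in 55 (37.4%) and kitb on chromosome 1 in 54 (36.7%). Of the Schwann cell lineage, mpz, which encodes a myelin protein, was lost in 64 tumors (43.5%) and foxd3, which encodes a neural crest transcription factor, in 51 (34.7%). The cell cycle kinase gene plk1 was lost in 54 tumors (36.7%), and the rp genes rps8 and rps3a in 66 (44.9%) and 55 (37.4%). The value of eed is from the end of a chromosome, where log2 ratios were lower in 117 of 147 tumors, and none of the values tells a gene from the rest of its chromosome.

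Of 300 pairs of chromosomes, 15 correlated positively and 48 negatively over the 147 tumors past an adjusted p of 0.05, where centering alone gives a mean r near -0.04, and without centering the balance turned to 202 positive and 3 negative pairs. With centering, the strongest pair was chromosomes 6 and 22 (Pearson r = -0.52 and Spearman rho = -0.51, permutation p = 1e-04 for both, the smallest these can give, adjusted p = 0.00214 and 0.00167, r = -0.54 without the 2 tumors farthest from the median). Its r was -0.73 in rp, -0.32 in diploid tp53 and -0.29 in triploid tp53 tumors, and -0.25 without centering (adjusted p = 0.0048). The strongest positive pair with centering was chromosomes 22 and 25 (r = 0.37, rho = 0.41, adjusted p = 0.00214 and 0.00167, r = 0.46 without centering). Without centering, the strongest positive pair was chromosomes 1 and 17 (r = 0.57) and the strongest negative pair chromosomes 4 and 5 (r = -0.28).

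A hypothesis set before the data were examined was that rp tumors lose or gain the chromosome that carries the mutated rp gene. The mean log2 ratio of that chromosome was -0.116 over 53 rp tumors, and shuffling the genes among tumors gave -0.135 ± 0.032 (SD), a difference of 0.020 (two-sided permutation p = 0.543), so a loss or gain of this chromosome beyond that of other rp tumors was not detected. Mitochondrial reads did not differ between rp and tp53 tumors past the threshold (log2 tumor over tail -0.51 and -1.10, permutation p = 0.0625).

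Between triploid and diploid tp53 tumors 0 chromosomes were called by the t-test, and since any split calls at least 0, the 100 of 100 splits that did so (highest other 1) say nothing about chance. Over 53 rp tumors focal CNAs numbered a mean of 23.7 and over 94 tp53 tumors 22.4 (permutation p = 0.578).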
